# Mechanisms and function of de novo DNA methylation in placental development reveals an essential role for DNMT3B

**DOI:** 10.1038/s41467-023-36019-9

**Published:** 2023-01-23

**Authors:** Simon Andrews, Christel Krueger, Maravillas Mellado-Lopez, Myriam Hemberger, Wendy Dean, Vicente Perez-Garcia, Courtney W. Hanna

**Keywords:** DNA methylation, Gene regulation, Cell lineage, Epigenomics

## Abstract

DNA methylation is a repressive epigenetic modification that is essential for development, exemplified by the embryonic and perinatal lethality observed in mice lacking de novo DNA methyltransferases (DNMTs). Here we characterise the role for DNMT3A, 3B and 3L in gene regulation and development of the mouse placenta. We find that each DNMT establishes unique aspects of the placental methylome through targeting to distinct chromatin features. Loss of *Dnmt3b* results in de-repression of germline genes in trophoblast lineages and impaired formation of the maternal-foetal interface in the placental labyrinth. Using *Sox2*-Cre to delete *Dnmt3b* in the embryo, leaving expression intact in placental cells, the placental phenotype was rescued and, consequently, the embryonic lethality, as *Dnmt3b* null embryos could now survive to birth. We conclude that de novo DNA methylation by DNMT3B during embryogenesis is principally required to regulate placental development and function, which in turn is critical for embryo survival.

## Abstract (web summary)

DNA methylation is a repressive modification that is essential for development. Here the authors reveal a critical role for DNA methylation in placental development during pregnancy. Failure to properly establish placental DNA methylation patterns compromises not only placental function, but embryo survival.

## Introduction

DNA methylation typically functions as a repressive epigenetic modification and has been extensively studied for its roles in development, health and disease. Functional investigations into the role of DNA methylation have taken place since the 1990’s, yet establishing its role comprehensively in the mammalian placenta has not been undertaken. DNA methylation exerts its repressive function by sterically interfering with access for transcription factor-DNA interactions or by recruiting DNA methylation-binding repressor complexes to chromatin^1,2^. The gene silencing function of DNA methylation has been demonstrated for key regulatory regions conferring genomic imprinting and X chromosome inactivation, and at specific genomic targets such as CpG-rich repetitive elements and germline-specific genes^3^. Despite these specific regulatory roles, the majority of mammalian cells have high levels of DNA methylation across the entire genome, with the exception of CpG islands (CGIs) and active regulatory elements. There are two phases of development when widespread de novo DNA methylation occurs, during gametogenesis and post-implantation embryonic development. In both contexts, DNA methylation is conferred by de novo DNA methyltransferase (DNMT) 3A and 3B enzymes^4^, with contributions in gametogenesis from catalytically inactive cofactor DNMT3L and rodent-specific DNMT3C^5,6^. Early knockout (KO) studies in mouse models have demonstrated that de novo DNA methylation is critical for development as *Dnmt3a*, *Dnmt3b* and *Dnmt3a/b* DKO embryos die in mid-gestation or shortly after birth^7^. However, recent mapping of embryonic lineage specification in de novo *Dnmt* KO embryos in exquisite detail using single-cell technologies did not identify dramatic effects on lineage commitment or cell identity in gastrulation-staged embryos^8^. Furthermore, transcriptional de-repression in de novo *Dnmt* KO post-gastrulation embryos was largely restricted to germline genes and specific subclasses of repetitive elements^9^. Thus, the molecular consequences underpinning the role for de novo DNA methylation in embryo survival remains an outstanding question.

Placental trophoblast cells have a unique genome-wide DNA methylation pattern, with the majority of the genome being spanned by large partially methylated domains (PMDs), unlike the highly methylated genomes of somatic cells. This enigmatic feature appears to be conserved among placental mammals and is maintained throughout pregnancy^10–12^, and remarkably, is shared with many cancers^13^. While the importance of imprinted DNA methylation in placentation is well-established^14,15^, the role for the genome-wide DNA methylation landscape acquired during placentation has yet to be established. In this study, we investigate the impact of de novo DNMTs on the trophoblast lineage during embryogenesis, revealing the importance of DNA methylation in genome regulation and placental development beyond genomic imprinting. Our findings show that the deposition of DNA methylation by DNMTs is influenced by the chromatin landscape in trophoblast cells and is not only essential for the formation of the maternal-foetal interface during placentation, but is critical for embryo survival.

## Results

### DNMT3A, 3B and 3L establish the trophoblast methylome

DNMT3A, 3B and 3L have been reported to contribute to DNA methylation at CGIs (defined as CpG-dense regions that comprise about 1% of the genome) in trophoblast cells^16^. To date, the role of de novo DNMTs in establishing the genome-wide DNA methylation landscape in trophoblast remains unknown. Studies in the mouse epiblast and visceral endoderm have shown that de novo DNA methylation occurs between embryonic days (E)4.5 and 7.5;^17^ hence, we evaluated *Dnmt* expression and DNA methylation in E7.5 extra-embryonic ectoderm (ExE) comprising trophoblast cells, and contrasted these to E7.5 epiblast. Assessing the DNA methylation landscape genome-wide is necessary to understand which genomic elements are targeted by specific DNMTs and how this DNA methylation may regulate the underlying genomic features.

Using published RNA-seq data^18^, we found that *Dnmt3a, Dnmt3b* and *Dnmt3l* are all highly expressed in ExE, with *Dnmt3a* and *Dnmt3b* showing approximately two-fold lower expression than in the epiblast and *Dnmt3l* showing 20-fold higher expression (Supplementary Fig. 1a). Using low-input post bisulphite adaptor tagging (PBAT), we assayed DNA methylation in E7.5 ExE and epiblast from *Dnmt3a* KO, *Dnmt3b* KO, *Dnmt3a/b* double KO (DKO), *Dnmt3l* KO and wildtype (WT) controls (Fig. 1a–c, Supplementary Data 1). When comparing genome-wide profiles of DNA methylation in E7.5 ExE using 100-CpG windows, all KOs cluster distinctly from WT ExE (Fig. 1b, c). Differentially methylated regions (DMRs) were identified using logistic regression and >20% difference in DNA methylation, demonstrating that there was a loss of DNA methylation in the ExE of *Dnmt3a* KO*, Dnmt3l* KO and *Dnmt3b* KO at 0.7%, 34.6% and 58.9% of autosomal 100-CpG windows, respectively (Supplementary Fig. 1b). Notably, these differences were markedly more pronounced than those observed in the corresponding KO epiblast tissues (0.2%, 0.1%, and 25.3% DMRs, respectively) (Fig. 1b, c, Supplementary Fig. 1c). Paradoxically, DNMT3A appears to be simultaneously dispensable and yet remarkably competent to de novo methylate; in other words, there was almost no loss of DNA methylation in the absence of DNMT3A, but, in the absence of DNMT3B, DNMT3A can still establish a significant amount of genome-wide DNA methylation (Fig. 1b, c). DNMT3L shows an ExE-specific role in facilitating de novo DNA methylation, as *Dnmt3l* KO epiblast clustered with WT while *Dnmt3l* KO ExE clustered near *Dnmt3b* KO by PCA (Fig. 1b). In *Dnmt3a/b* DKOs, both ExE and epiblast fail to establish tissue-specific DNA methylation patterns and hence cluster together with publicly available data from WT E3.5 inner cell mass and trophectoderm samples^16^ (Fig. 1b, c). These data support that all DNMTs are required for the trophoblast methylome, albeit at highly discrepant levels.

**Fig. 1:**
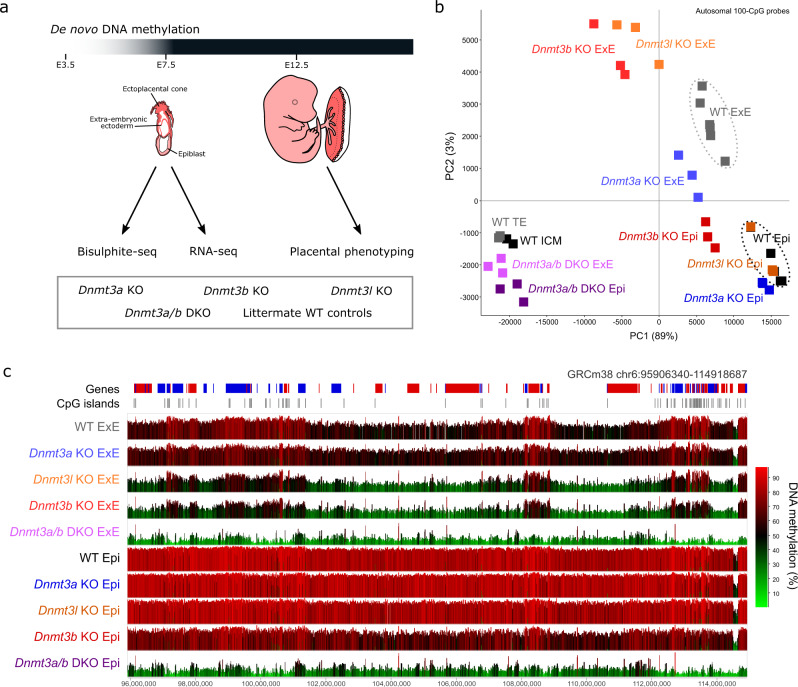
DNMT3A, 3B and 3L mediate de novo methylation in trophoblast cells. **a** The schematic diagram summarises the study design. Embryos were collected at E7.5, after the window of de novo DNA methylation, from *Dnmt3a, Dnmt3b*, *Dnmt3l*, *Dnmt3a/b* DKO and wildtype (WT) controls for bisulphite- and RNA-seq. Phenotyping analysis was done on E12.5 placentas, when all placenta structures and cell types are present. The E12.5 embryo drawings are adapted from Perez-Garcia, V. *et al*. Placentation defects are highly prevalent in embryonic lethal mouse mutants. *Nature* 555, 463-468 (2018). **b** The principle component plot shows the distribution of DNA methylation replicates for *Dnmt3a*, *Dnmt3b*, *Dnmt3l*, *Dnmt3a/b* DKO and WT E7.5 epiblast (Epi) and extra-embryonic ectoderm (ExE), in addition to publicly available data for wildtype E3.5 inner cell mass (ICM) and trophectoderm (TE). DNA methylation was quantitated across autosomes using 100-CpG windows with at least 10 informative CpGs. **c** The screenshot shows the average DNA methylation for *Dnmt3a*, *Dnmt3b*, *Dnmt3l*, *Dnmt3a/b* DKO and WT Epi and ExE, using 100-CpG windows with at least 10 informative CpGs.

### Targeting of DNMTs is linked to the chromatin landscape

The de novo DNMT enzymes have been shown to interact with modified histone tails, which modulates their catalytic activity and genome localisation in vitro^19–21^, although evidence that histone modifications may influence DNMT targeting in vivo remains limited. Thus, we generated ultra-low input ChIP-seq data for H3K4me1 and H3K27ac in E6.5 ExE to combine with published datasets for H3K4me3, H3K27me3 and H3K36me3^18^, immediately preceding the completion of de novo DNA methylation (Fig. 2a, Supplementary Data 1). 

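Pools of 8 E6.5 ExE from C57BL6/CAST hybrid embryos were used for ultra-low input ChIP-seq after digestion of chromatin with micrococcal nuclease, with 2 replicate libraries for each of 5 histone marks and 10 libraries in all. Antibody amounts were 125 ng for H3K27ac and H3K27me3 and 250 ng for the other marks. The authors trimmed the reads with Trim Galore 0.4.2, mapped them with Bowtie2 2.2.9 to GRCm38 with strain polymorphisms masked and kept those with a mapping quality of at least 20. The deposited table gives RPKM in 344949 autosomal windows, which have a median length of 5487 bases and a median of 55 CpG dinucleotides, or 110 CpG cytosines counting both strands. All nonzero RPKM values tested were whole multiples of the value of 1 read, within 0.01 read, which gives the number of reads each library was scaled to. It was 17426640 and 14488241 for the 2 replicates of H3K4me3, 12250084 and 13500906 for H3K27ac, 14857284 and 13256270 for H3K4me1, 16090977 and 14518244 for H3K27me3, and 8698294 and 6970562 for H3K36me3. For the 4 H3K27ac and H3K4me1 libraries the lowest, highest and mean of these totals lie within 1 read of the uniquely mapped reads that the paper states. The paper's read depth, from 20057589 to 44799973 reads per library, is that of the raw reads, and the RPKM values use the smaller totals. The median window held 12 to 36 reads per library, so a single window of H3K36me3, with a median of 13 or 16 reads, is measured less precisely than a group of windows. The 354 windows with the highest summed RPKM or with no reads in any library were left out as coverage outliers, which leaves 344595. Errors are the SD of 2 replicates, or for shares and ratios a jackknife standard error over the 19 autosomes. H3K4me3, H3K27me3 and H3K36me3 came from earlier libraries and the other marks from new ones, so levels are compared within a mark, where this origin does not differ.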

Using UMAP dimensionality reduction and clustering, we identified chromatin features genome-wide for 100-CpG windows, which were then annotated based on abundance of histone marks within each cluster (Fig. 2b, c). 

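Active promoters had a median H3K4me3 of 12.2 ± 1.40 RPKM (SD, n = 2), 85.3-fold above the median of all windows, and a median H3K27ac of 4.46 ± 1.37 RPKM, 12.0-fold above. In bivalent promoters an H3K4me3 of 11.1 ± 1.27 RPKM stood together with an H3K27me3 of 2.01 ± 0.224 RPKM, against 0.122 ± 0.0249 RPKM of H3K27me3 in active promoters. This feature joined unlike clusters. The larger, of 8417 windows, had a median H3K27me3 of 0.912 RPKM and H3K27ac of 2.87 RPKM. The smaller, of 5764 windows, had 3.47 RPKM of H3K27me3 and 0.686 RPKM of H3K27ac. Gene bodies were marked by H3K36me3, at 1.37 ± 0.0857 RPKM or 4.80-fold above all windows, with an H3K27me3 of 0.109 ± 0.0271 RPKM. Polycomb windows had an H3K27me3 of 1.46 ± 0.173 RPKM, 4.84-fold above all windows, and an H3K4me3 of 0.608 ± 0.0266 RPKM. Active enhancers had 2.14 ± 0.445 RPKM of H3K4me1 and 1.54 ± 0.504 RPKM of H3K27ac, and inactive enhancers 1.07 ± 0.0571 and 0.715 ± 0.185 RPKM, with both marks higher in active enhancers in each replicate. In background windows H3K4me1 was 0.169 ± 0.0814, H3K27me3 0.323 ± 0.00846 and H3K36me3 0.235 ± 0.0142 RPKM. To define the features, the mean RPKM of each mark was capped at its 99th percentile, centred and scaled, and windows were grouped by Expectation Maximisation into 15 clusters, here without DNA methylation. A cluster was named by the percentiles of its median marks among all windows. The levels within features therefore describe the groups and do not test them.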

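Background made up 54.4% of windows (SE 1.46 over autosomes) and 72.7% of the bases, ranging from 40.7% of windows on chromosome 11 to 63.6% on chromosome 3. Inactive enhancers took 13.6% (SE 0.417), gene bodies 12.2% (SE 0.243) and active promoters 6.95% (SE 0.329). Active enhancers took 4.52% (SE 0.187), polycomb windows 4.15% (SE 0.203) and bivalent promoters 4.12% (SE 0.229). No cluster met the definition of genic enhancers, which held 0% of windows, against 5.06% from replicate 1 of each mark alone and 4.63% from replicate 2, and 0 to 6.79% over all alternatives. The shares of the smaller features moved when single libraries were left out, but also with the random start of the clustering. Over 5 other random starts, with all libraries kept, active enhancers held 0 to 7.38% and bivalent promoters 2.74 to 7.15%. Genic enhancers held 0 to 6.79% over these starts, inactive enhancers at least 9.15%, active promoters at least 4.96% and polycomb windows 3.98 to 6.25%. Shifts within these ranges cannot be credited to a library. Polycomb windows fell to 0% without H3K27ac replicate 1 and rose to 15.8% without H3K27me3 replicate 1. Active enhancers were 0% without H3K4me3 replicate 1, 2.06% without its replicate 2, 2.02% without H3K27ac replicate 1, and 7.22 or 6.95% without H3K4me1 replicate 1 or 2. Without H3K27me3 replicate 1 or 2 they were 8.04 or 7.78%, and without H3K36me3 replicate 2 they were 6.82%. Bivalent promoters were 9.12% without H3K27ac replicate 1, 6.46% without H3K27me3 replicate 2, 2.55% without H3K4me3 replicate 2 and 2.43% without H3K36me3 replicate 1. Inactive enhancers were 8.14% without H3K27ac replicate 2, 9.06% without H3K4me1 replicate 1 and 9.09% without H3K27me3 replicate 1, and active promoters were 4.59% without H3K27me3 replicate 2. Genic enhancers held 2.46 and 5.16% without H3K4me3 replicate 1 and 2, 2.65 and 4.44% without H3K27ac replicate 1 and 2, 2.72% without H3K4me1 replicate 2, and 6.77 and 2.48% without H3K36me3 replicate 1 and 2.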

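H3K4me3 and H3K27ac, which mark active promoters, were found in the same windows 6.74 times as often as their separate frequencies give (SE 0.325), in 23224 windows in the top 10% of both. H3K27ac and H3K4me1, the marks of active enhancers, stood together 5.64 times as often (SE 0.309), or 5.91 times without H3K27ac replicate 1, which leaves libraries listed in 1 sequencing lane, and 4.96 times without H3K27ac replicate 2. The bivalent pair of H3K4me3 and H3K27me3 shared 9784 windows, 2.84 times the number from separate frequencies (SE 0.196). H3K27me3 and H3K36me3 excluded each other, with 164 shared windows against 3446 from separate frequencies, a ratio of 0.0476 (SE 0.00586) that lay below 1 on all 19 autosomes. The ratio was 4.47 (SE 0.217) for H3K4me3 and H3K4me1 and 2.79 (SE 0.203) for H3K4me1 and H3K27me3, and each of the ratios above 2 held on 19 of 19 autosomes. H3K27ac and H3K36me3 had a ratio of 1.31 (SE 0.0337), which fell to 0.652 when only the top 5% of windows counted as marked. H3K4me3 and H3K36me3 had a ratio of 0.922 (SE 0.0268), but of 1.21 at the top 20%. H3K27ac and H3K27me3 had a ratio of 0.971 (SE 0.0691), above 1 on 10 autosomes, and of 1.05 without H3K27ac replicate 1. H3K4me1 and H3K36me3 had a ratio of 0.983 (SE 0.0298), above 1 on 7 autosomes, and of 1.45 at the top 20%, 1.23 without H3K4me1 replicate 1 and 1.02 without H3K36me3 replicate 2. These ratios rank windows by the mean of both replicates of each mark and use no clustering.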

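Windows of the gene body feature had their centre in an annotated protein-coding gene in 93.0% of cases (SE 0.227), against 50.7% of all windows (SE 0.967). For background windows it was 36.5% (SE 0.836). Active promoters lay in genes in 78.6% of cases (SE 0.462), bivalent promoters in 66.3% (SE 0.879) and active enhancers in 65.1% (SE 1.16). Inactive enhancers, at 47.0% (SE 0.989), and polycomb windows, at 45.6% (SE 1.19), lay below the share of all windows. Genes were taken from the GENCODE release 21 annotation of GRCm38.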

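Promoters of developmental regulators, which are silenced by polycomb in many tissues, were marked by H3K27me3 in 28 of 28 genes. Their median H3K27me3 lay 3.1 above matched promoters on the log2(RPKM + 0.1) scale (permutation p = 0.0002, the smallest that 10000 random lists give, and Benjamini-Hochberg adjusted p = 0.0025). Their H3K27ac lay at -2.72 with 3 genes marked, a call that ended at -1.22 without matching on window length. Olig2 (ENSMUSG00000039830, chromosome 16, 91225457 to 91228677 of GRCm38) had an H3K27me3 of 8.08 ± 0.719 RPKM (SD, n = 2), Hoxd10 (chromosome 2, 74691924 to 74695105) 7.62 ± 0.968 RPKM and Pax6 (chromosome 2, 105668900 to 105697364) 7.09 ± 0.299 RPKM. The lowest of the list were Tbx5, at 4.12 ± 0.0838 RPKM, and Hoxa1, at 4.03 ± 0.260 RPKM. Their H3K4me3 lay at -0.95 from matched promoters with 24 genes marked, but at 0.49 without that matching. Housekeeping genes had H3K4me3 at 18 of 18 promoters, an H3K36me3 1.83 above matched promoters (Benjamini-Hochberg adjusted permutation p = 0.0025, 15 marked) and an H3K27me3 at -1.10 (1 marked), which was not called at -0.65 with the start site alone. Among them Ubc (ENSMUSG00000008348, chromosome 5, 125385965 to 125390202) had 53.0 ± 6.16 RPKM of H3K4me3 and Eif4a2 (ENSMUSG00000022884, chromosome 16, 23107444 to 23114136) 10.6 ± 1.3 RPKM of H3K36me3. Their H3K27ac lay 1.05 above matched promoters with 18 marked, a call that ended at 0.96 without H3K27ac replicate 1 and at 0.89 with the start site alone.

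**Figure D1:**
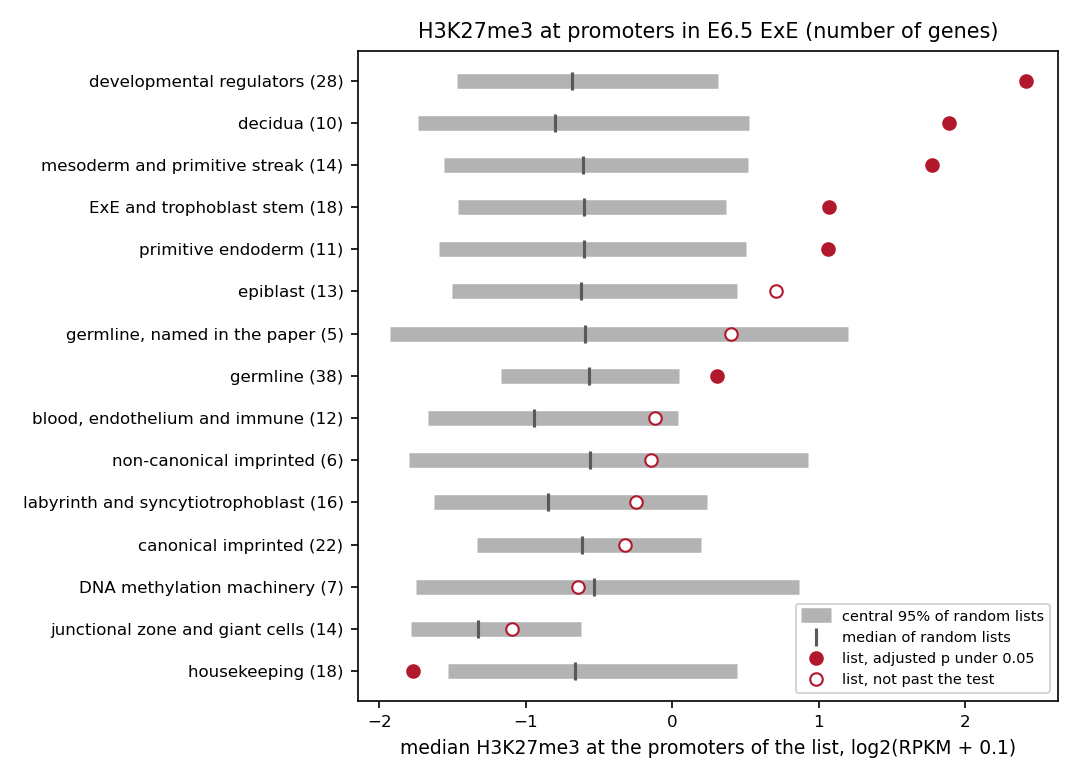
Median H3K27me3, as log2(RPKM + 0.1) of the mean of 2 replicates, at the promoters of each gene list (circles, filled where the adjusted p is under 0.05), with the median (dark line) and the central 95% (grey bar) of 10000 random lists matched on window length and the number of genes in brackets. Developmental regulators lie highest, 3.1 above the median of their random lists, and housekeeping genes lowest.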

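Genes of the ExE and trophoblast stem cells carried H3K4me3 at 15 of 18 promoters, H3K27ac at 14 and H3K27me3 at 12. Their H3K4me3, 0.46 above matched promoters (Benjamini-Hochberg adjusted permutation p = 0.428), and H3K27ac, 0.57 above (adjusted p = 0.449 from the same permutation), were not called. Ets2 (ENSMUSG00000022895, chromosome 16, 95702075 to 95721051) had 59.1 ± 5.55 RPKM of H3K4me3 and 20.4 ± 12.8 RPKM of H3K27ac (SD, n = 2). Cdx2 (ENSMUSG00000029646, chromosome 5, 147300805 to 147307270), in a bivalent window, had 54.2 ± 6.00 RPKM of H3K4me3, 16.0 ± 6.88 RPKM of H3K27ac and 1.72 ± 0.545 RPKM of H3K27me3. Ascl2 (ENSMUSG00000009248, chromosome 7, 142966829 to 142969264) had 5.50 ± 1.01 RPKM of H3K27me3 and 0.977 ± 1.11 RPKM of H3K27ac. The most upstream annotated start of Esrrb (ENSMUSG00000021255, chromosome 12, 86361117 to 86521628) lay in a polycomb window, with 1.64 ± 0.202 RPKM of H3K27me3. Each gene was taken at this start alone, and other promoters of a gene were not examined. As a group, ExE genes lay 1.67 above matched promoters for H3K27me3 (Benjamini-Hochberg adjusted permutation p = 0.00692) and 0.73 above for H3K4me1, where the call ended at 0.50 without H3K4me1 replicate 1. H3K27me3 at mesoderm genes lay 2.39 above matched promoters (12 of 14 marked, Benjamini-Hochberg adjusted permutation p = 0.0025), led by Foxf1 (ENSMUSG00000042812, chromosome 8, 121084386 to 121088144) at 6.41 ± 2.00 RPKM. At primitive endoderm genes it lay 1.67 above (7 of 11 marked), a call that ended at 1.25 without H3K27me3 replicate 1 and at 1.33 with the start site alone. Pdgfra had 3.40 ± 0.153 RPKM and Gata6 3.34 ± 0.911 RPKM of H3K27me3. Genes of the decidua list had an H3K27me3 2.69 above matched promoters with 8 of 10 marked. That list is not limited to genes of maternal cells and holds Hoxa10 and Hoxa11, as the list of developmental regulators holds other Hox genes. Of 75 tests over 15 lists, 12 were called higher and 7 lower. Each p comes from lists of genes within these libraries, and genes are not independent replicates.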

Functional genomic features have well-defined epigenetics signatures^22^ and, consistently, our annotated chromatin features robustly represent the expected underlying genomic state. H3K36me3-marked gene bodies were the most highly DNA methylated, whereas active promoters were predominantly unmethylated in E7.5 WT ExE (Supplementary Fig. 2a). Chromatin features indicative of a promoter state were most highly associated with annotated gene promoters, and the corresponding gene expression levels were consistent with the active or repressed state of each chromatin feature (Supplementary Fig. 2b-c).

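Active promoters and bivalent promoters were the features closest to annotated promoters, with 80.4% (SE 0.642) and 74.3% (SE 0.806) of windows within 1 kb of a protein-coding start site. Across all windows it was 21.2% (SE 0.808). Polycomb windows followed with 37.1% (SE 1.03) and gene bodies with 27.9% (SE 0.695). Inactive enhancers reached 22.4% (SE 0.648), active enhancers 19.5% (SE 0.935) and background windows 6.80% (SE 0.399). Active promoters were thus 3.79-fold and bivalent promoters 3.50-fold above all windows. Active promoters, bivalent promoters, polycomb windows and gene bodies lay above all windows on 19 of 19 autosomes, and background on 0. Without clustering polycomb windows were at 17.1% (SE 0.690), above all windows on 4 autosomes, inactive enhancers at 13.2% (SE 0.462), above on 0, and active enhancers at 35.7% (SE 1.77), above on 19. Counting the start site alone, active promoters were at 48.4%, bivalent promoters at 42.3%, polycomb windows at 16.8%, inactive enhancers at 12.7% and active enhancers at 11.7%, against 13.3% of all windows. With 1 start site per gene and no interval, chosen after the values were seen, bivalent promoters were at 25.4%, active promoters at 25.0%, polycomb windows at 9.47%, inactive enhancers at 6.49%, background at 2.44%, active enhancers at 2.22% and gene bodies at 0.552%, against 5.56% of all windows. The association counted every start site of 20807 autosomal protein-coding genes, 90310 in all, and windows of unequal length, so a longer window had more chance to hold one. The paper states that its chromatin features represent the genomic state beneath them, from the known signatures of genomic features, from this overlap, and from DNA methylation and the expression of the corresponding genes, which are not analysed here.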

**Fig. 2:**
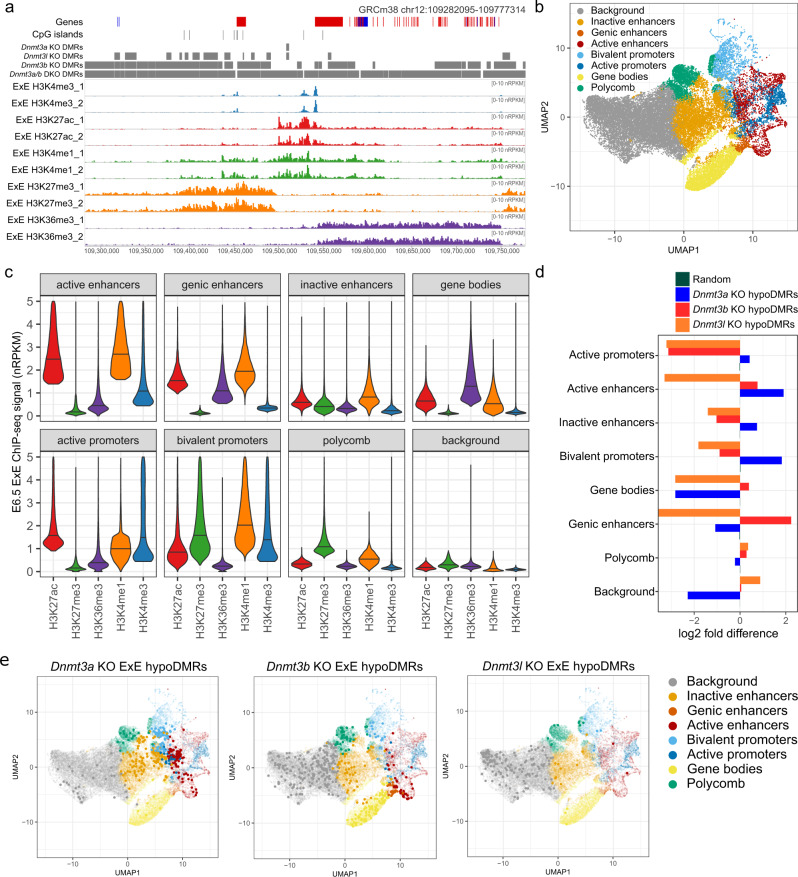
Targeting of de novo DNMTs in ExE depends on underlying chromatin landscape. **a** The genome browser shot shows ChIP-seq replicates for H3K4me3, H3K27ac, H3K4me1, H3K27me3 and H3K36me3 in E6.5 extra-embryonic ectoderm (ExE), using 1 kb running windows and enrichment normalised RPKM. Hypomethylated differentially methylated regions (DMRs) identified in the *Dnmt3a*, *Dnmt3l*, *Dnmt3b* and *Dnmt3a/b* KOs using logistic regression and >20% difference are shown as annotation tracks. **b** Eight distinct chromatin features were identified using UMAP dimensionality reduction and clustering of 100-CpG windows using histone modification abundance in ExE. **c** The bean plot shows the ChIP-seq signal for histone modifications in ExE within each defined chromatin feature. The horizontal bars show the median. **d** The bar plot shows the relative enrichment of the most hypomethylated DMRs (hypoDMRs, identified using binomial statistic) in *Dnmt3a*, *Dnmt3b* and *Dnmt3l* KO ExEs for chromatin features. Statistical comparisons are provided in Supplementary Data 2. **e** UMAP from **b**) highlighting the 100 CpG window harbouring the most hypomethylated DMRs for the respective KOs ExEs: *Dnmt3a* (N = 3,255), *Dnmt3b* (N = 3,860) and *Dnmt3l* (N = 1,281) (left to right).

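In the imprinted region on chromosome 12, a domain of H3K27me3 lay over Dlk1 and a domain of H3K36me3 over Meg3, Rtl1, Rian and Mirg. All 6 windows over Dlk1 (109452823 to 109463336 of GRCm38) were above the median of all windows for H3K27me3, at a mean of 3.48 ± 0.427 RPKM (SD, n = 2) or 11.5-fold. An unbroken run of 30 windows marked by H3K27me3 spanned 106 kb, from 109388671 to 109495164. H3K36me3 averaged 2.2 ± 0.233 RPKM over Meg3 (109541001 to 109571726), 2.34 ± 0.0851 RPKM over Rtl1 (109589193 to 109600330), 2.57 ± 0.144 RPKM over Rian (109603940 to 109661716) and 2.08 ± 0.160 RPKM over Mirg (109729764 to 109749460). Its run of 44 windows spanned 206 kb, from 109541813 to 109748069. The window with the most H3K4me3, from 109540458 to 109541812, held the start of Meg3 and had 18.6 ± 0.221 RPKM. The most H3K27ac, 6.61 ± 0.936 RPKM, lay in a window from 109528846 to 109532441, 8560 bases from the start of Meg3. H3K4me1 was highest, at 4.54 ± 1.54 RPKM, from 109508769 to 109511720, within Gm34081. Of 104 windows in the region, 29 were gene bodies, 24 polycomb, 16 active promoters, 15 background, 13 active enhancers, 5 bivalent promoters and 2 inactive enhancers. The feature is that of a cluster, and of the 16 windows in the active promoter feature only 5 were marked by H3K4me3, while 10 were marked by H3K36me3 without H3K4me3. H3K4me3 marked 1 of the 5 windows in the bivalent feature. Over all windows, 75.3% of the active promoter feature were marked by H3K4me3 and 10.9% by H3K36me3 without it. Values are RPKM per 100-CpG window without enrichment normalisation.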

We then assessed whether 100-CpG windows that lost the most DNA methylation in *Dnmt3a*, *Dnmt3b* and *Dnm3l* KOs were enriched at distinct chromatin features (Supplementary Fig. 1b, Fig. 2d, Supplementary Data 2). Highlighted on each UMAP plot are each set of *Dnmt* KO DMRs, demonstrating whether underlying chromatin signatures are linked to the activity of DNMTs to these genomic regions (Fig. 2e). This analysis identified that regions that lose DNA methylation preferentially in the *Dnmt3a* KO were near inactive/active enhancers and active/bivalent promoters (Fig. 2d, e). In the *Dnmt3b* KO, H3K36me3-marked gene bodies, genic/active enhancers, and unmarked inter-genic regions (background) were affected, while in *Dnmt3l* KOs, it was almost exclusively unmarked inter-genic regions that were lost (Fig. 2d, e). Given the common enrichment for unmarked inter-genic regions, we directly compared DNA methylation between the *Dnmt3l* and *Dnmt3b* KOs, which were highly correlated (R = 0.92) (Supplementary Fig. 2d), suggesting that DNMT3L may act to modulate the localisation of DNMT3B to unmarked inter-genic regions in trophoblast cells. These findings support that DNMT activities are directed by chromatin states in trophoblast development, consistent with binding preferences seen in vitro^20,23^.

### DNA methylation represses germline genes in trophoblast

To determine the impact of loss of DNA methylation on gene expression, we then performed ultra-low input stranded RNA-seq in E7.5 ExE (Supplementary Data 1). The transcriptomes of *Dnmt3a* KO, *Dnmt3b* KO, *Dnmt3a/b* DKO, *Dnmt3l* KO and matched WT control ExE were remarkably similar, with no distinct clustering by PCA (Fig. 3a) and correlation coefficients >0.99 compared to WTs (Fig. 3b, Supplementary Fig. 3a-c). Using DESeq2 and >1.5-fold change in expression, differentially expressed genes (DEGs) were identified, with the *Dnmt3a/b* DKO being most affected with 124 DEGs (83 up-, 41 down-regulated) (Fig. 3b, Supplementary Data 3). Gene ontology analysis found that upregulated DEGs were highly enriched for germline genes, typically expressed during spermatogenesis and oogenesis, including piRNA pathway (e.g., *Piwil2, Asz1*), meiotic components (e.g., *Sycp1*) and gametic transcriptional regulators (e.g., *Dazl*, *Sohlh2*) (Fig. 3b, c). While there were markedly less DEGs identified in the other *Dnmt* KOs, *Dnmt3b* KO had 17 DEGs (14 up- and 3 down-regulated), of which all up-regulated were also present in the *Dnmt3a/b* DKO up-regulated DEGs (Supplementary Fig. 3d) and similarly showed significant enrichment for germline genes in gene ontology analysis (Supplementary Fig. 3e). Hence, the gene regulatory role for de novo DNA methylation in ExE appears to be predominantly to silence germline genes, consistent with findings in the embryo^4,9^. We then assessed whether the de-repression of these germline genes is correlated with the relative loss of promoter DNA methylation. We plotted fold-change in gene expression against the difference in promoter DNA methylation for the 83 *Dnmt3a/b* DKO up-DEGs in each of the *Dnmt* KOs. This analysis shows that the extent of DNA methylation loss at these gene promoters was significantly linearly correlated with the up-regulation of gene expression (Fig. 3d).

**Fig. 3:**
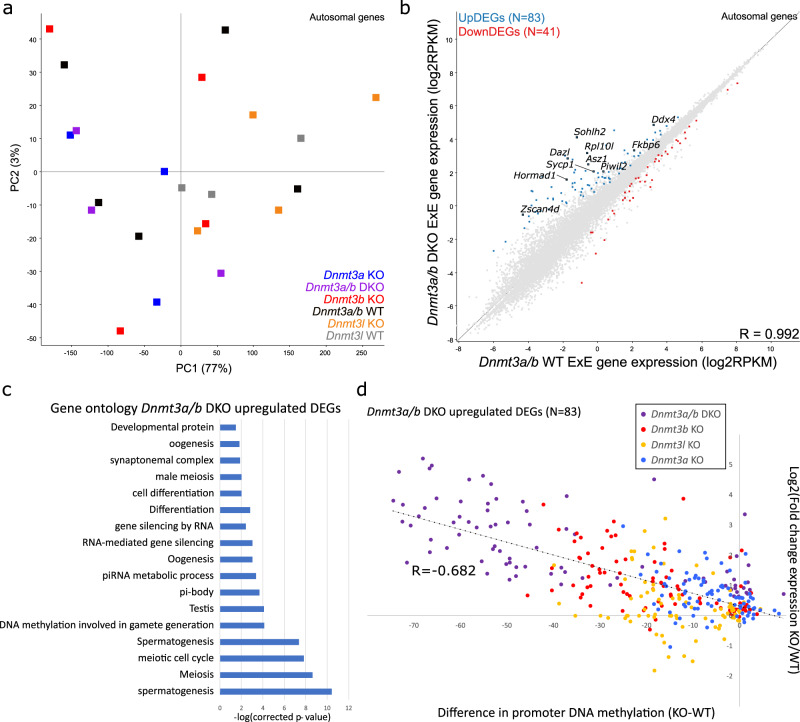
Loss of DNA methylation in ExE results in de-repression of germline genes. **a** The principle component plot shows the distribution of gene expression replicates for *Dnmt3a*, *Dnmt3b*, *Dnmt3l*, *Dnmt3a/b* DKO and wildtype (WT) extra-embryonic ectoderm (ExE). Gene expression was quantitated for autosomal genes, using log2(RPKM). **b** The scatterplot compares gene expression between *Dnmt3a/3b* DKO and WT littermate control ExE for autosomal genes. Up- and down-regulated differentially expressed genes (DEGs) are highlighted. **c** The bar plot shows significant gene ontology categories enriched among *Dnmt3a/b* DKO up-regulated genes in E7.5 ExE, using Fisher Exact Test with Benjamini-Hochberg correction for multiple comparisons. **d** The scatterplot shows the linear correlation between change in DNA methylation (KO-WT) of 100-CpG windows overlapping gene promoters with log2(fold change) in gene expression (RPKM + 0.1) in the *Dnmt3a/b* DKO, *Dnmt3b* KO, *Dnmt3a* KO and *Dnmt3l* KO (*p* < 0.0001, linear correlation test statistic).

DNA methylation is important for repression of repetitive elements in many cell contexts^4,6,7^ and given the pervasive use of endogenous retroviruses (ERVs) in the trophoblast gene regulatory landscape^24,25^, we evaluated differential transcription of ERVs in *Dnmt* KOs. RNA-seq libraries are only informative for a fraction of ERVs genome-wide, so we first filtered for those with at least one same-stranded read in at least one replicate and excluded those overlapping an annotated gene, generating a list of 8142 ‘informative autosomal ERVs.’ Using the LIMMA statistical package, we identified that a small subset of ERVs (N = 23) are significantly upregulated in the *Dnmt3a/b* DKO (Supplementary Fig. 3f). While there was no enrichment for a specific class of ERV (p = 0.1, Chi-square), those up-regulated ERVs were significantly longer in sequence length than the set of informative autosomal ERVs (p < 0.001, t-test) (Supplementary Fig. 3g-h), suggestive that up-regulated ERVs are relatively intact. Upregulation of ERVs in the *Dnmt3a/b* DKO was associated with substantial losses of DNA methylation (median difference=53.4%), which was significantly greater than observed in the *Dnmt3a*, *Dnmt3b*, and *Dnmt3l* KOs (median difference=2.3%, 15.7% and 13.0%, respectively) (Supplementary Fig. 3i) (ANOVA p < 0.0001, *post hoc* Tukey tests p < 0.01). We observed no significant difference in ERV de-repression between the *Dnmt3a*, *Dnmt3b*, and *Dnmt3l* KOs (*post hoc* Tukey test not significant for all comparisons), suggesting that substantial loss of DNA methylation is required for ERV de-repression.

Taken together, we find that de novo DNA methylation is important for repression of a remarkably small subset of the genome in E7.5 ExE, including germline genes and a set of ERVs.

### Impaired placental labyrinth formation in Dnmt3b KOs

We next determined whether loss of DNA methylation in trophoblast cells impacted subsequent placental development. We evaluated phenotypic changes in *Dnmt3a*, *Dnmt3l* and *Dnmt3b* KOs compared to littermate WT control E12.5 placentas, a time point where the placenta is still developing but the labyrinth and junctional zone are formed. *Dnmt3a/b* DKOs were not assessed, as these embryos die by E10.5 and hence never form a functional placenta. We first evaluated placental morphology using haematoxylin and eosin staining, with no dramatic effects or apparent differences in size seen in *Dnmt3a* or *Dnmt3l* KOs compared to WTs (Supplementary Fig. 4a-b). However, *Dnmt3b* KO placentas were smaller, which we linked to an underdeveloped labyrinth zone (Fig. 4a, Supplementary Fig. 4c), the main nutrient and gas-exchange surface in the mouse placenta. Immunohistochemistry for E-Cadherin (CDH1) confirmed impaired development of the syncytiotrophoblast (SynT) within the labyrinth of *Dnmt3b* KO placentas (Supplementary Fig. 4d). To further explore the labyrinth defect, immunofluorescence analysis for monocarboxylate transporters 1 (MCT1) and 4 (MCT4) was used to demarcate the SynTI and SynTII layers, respectively, that separate the maternal and foetal blood circulation. We observed a substantial reduction in the SynT surface available for nutrient transport in *Dnmt3b* KO placentas, with the SynTII layer being most affected (Fig. 4b). The mis-formation of the maternal-foetal interface of the placental labyrinth was further corroborated by isolectin B4 staining, highlighting the overall foetal vasculature organisation, which confirmed that *Dnmt3b* KO placentas have an impaired vascularisation (Fig. 4c). The defects in SynT development and vascularisation indicate impaired foetal-maternal exchange^26^ in *Dnmt3b* KO placentas, likely compromising foetal growth and survival.

**Fig. 4:**
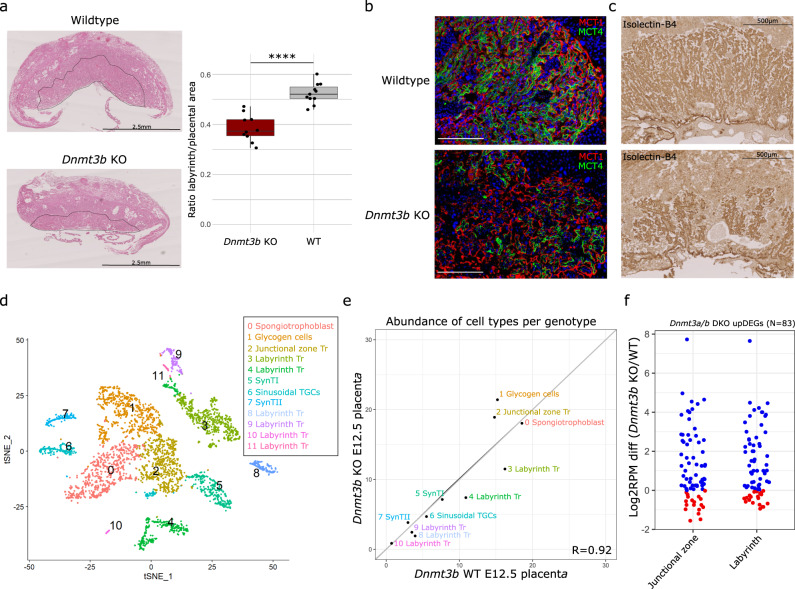
*Dnmt3b* KOs show impaired formation of the placental labyrinth. **a** Representative haematoxylin and eosin staining of E12.5 placentas from a *Dnmt3b* KO and littermate WT control (left). The dashed outlined region corresponds to the placental labyrinth zone. The boxplot show the ratio of labyrinth to placental area in *Dnmt3b* KO (*N* = 11) and WT (*N* = 10) E12.5 placentas (two-tailed t-test ****p = 0.000002) (right). The boxplot centre line is the median, with box limits showing the upper and lower quartiles and whiskers as 1.5x interquartile range. Individual data points are shown as dots. **b** Immunofluorescence for MCT1 and MCT4, which stain for syncytiotrophoblast layer I (SynTI) and SynTII that separate maternal and foetal circulation, respectively, of E12.5 placentas from a *Dnmt3b* KO and littermate WT control. White scale bar = 100 µm. **c** Representative isolectin BSI-B4 immunohistochemistry of E12.5 placentas from a *Dnmt3b* KO and littermate WT control, highlighting the matrix surrounding foetal vessels. **d** t-distributed stochastic neighbour embedding (t-SNE) plots of placental cell types characterised by single-nuclei RNA-sequencing data from E12.5 placentas from *Dnmt3b* KO and littermate WT control. Tr=Trophoblast; TGCs=trophoblast giant cells. **e** The scatterplot shows the relative abundance of cell types within the *Dnmt3b* KO and littermate WT control E12.5 placentas (*p* < 0.0001, linear correlation test statistic). **f** The dot plot shows the difference in expression between *Dnmt3b* KO and WT for genes upregulated in the *Dnmt3a/b* DKO ExE (*N* = 83). Log2(RPM) was calculated for each gene among cells within the junctional zone and labyrinth from the single nuclei RNA-seq data from E12.5 placenta. Genes that are up- or downregulated in the *Dnmt3b* KO compared to WT are shown in blue and red, respectively. The proportion of genes up-regulated in *Dnmt3b* KO was significant in the junctional zone (*p* = 0.002) and labyrinth (*p* = 0.006) (two-tailed Fisher’s Exact test).

To investigate the placental phenotype of *Dnmt3b* KO at the molecular level, we generated single-nuclei RNA sequencing data from E12.5 placentas (Supplementary Fig. 5a-b). Using published gene signatures for mouse placental cell types^27^, we were able to identify all placental cell types in both the *Dnmt3b* KO and WT (Fig. 4d, Supplementary Fig. 5c-d). Consistent with the reduced size of the labyrinth compartment seen in *Dnmt3b* KO placentas, we observed a subtle decrease in the abundance of labyrinth trophoblasts, with a concomitant increase in junctional zone trophoblast and glycogen cells (Fig. 4e). However, the cell composition of *Dnmt3b* KO and WT placentas was highly correlated (*R* = 0.92) (Fig. 4e).

We then assessed whether there was evidence for dysregulated gene expression in *Dnmt3b* KO SynT cells compared to WT (Supplementary Data 4). Gene ontology analysis of upregulated DEGs (*N* = 36) showed similar results to those seen for *Dnmt3a/b* DKO and *Dnmt3b* KO E7.5 ExE, with a significant de-repression of germline genes in E12.5 SynT cells (Supplementary Fig. 5e). Notably, one significant gene ontology category was enriched among down-regulated DEGs (*N* = 18) in *Dnmt3b* KO SynT cells (Supplementary Data 4), the tissue category “placenta,” which included several genes that are highly expressed placenta (e.g., *Cts3*, *Ascl4*, *Fn1, Ceacam14*), but no specific pathway or processes was identified (Supplementary Fig. 5e). To determine whether de-repression of germline genes was specific to SynT cells or was observed across placental compartments, we measured the expression of the 83 upregulated DEGs identified in the *Dnmt3a/b* DKO ExE in E12.5 junctional zone and labyrinth, which both showed significantly upregulated expression in the *Dnmt3b* KO (Fig. 4f, Supplementary Fig. 5f). These data suggest that while differentiation does not appear to be affected in *Dnmt3b* KO placentas, there is widespread de-repression of germline genes and compromised expression levels of some placental genes.

In summary, loss of DNMT3B results in a severe impairment in the formation of the placental labyrinth, but this effect does not appear to be underpinned by a failure of trophoblast differentiation or cell identity.

### Dnmt3b KO mid-gestation embryonic lethality is rescued with a functional placenta

The formation of the placental labyrinth is initiated when the allantois, a projection of extra-embryonic mesodermal cells derived from the epiblast, fuses with the chorionic ectoderm at E8.5^26^. Predominantly thought to be mediated through WNT, FGF, BMP and HGF signalling, the invading mesoderm induces branching and differentiation of the chorionic trophoblast cells to form the two SynT layers^28^. Therefore, defects in labyrinth formation may either originate from impaired allantoic signals, or from deficiencies intrinsic to the trophoblast compartment itself. To distinguish between these possibilities, we generated conditional *Dnmt3b* KO (cKO) conceptuses using *Sox2*-Cre, a transgenic mouse line that uses the endogenous *Sox2* promoter to confer epiblast-specific Cre expression, which is widely used for the generation of embryo-specific KOs^29^ (Supplementary Fig. 6a-b). Consequently, the *Dnmt3b* cKO results in conditional deletion of *Dnmt3b* in all embryonic lineages before post-implantation de novo DNA methylation (Fig. 5a). We confirmed the specificity of the cKO with PBAT of *Dnmt3b* cKO E7.5 epiblast and ExE and PCR genotyping of the *Dnmt3b* allele in E8.5 whole embryos and placentas (Supplementary Fig. 6c-d). Immunofluorescence analysis of MCT1 and MCT4 in *Dnmt3b* cKO and WT E12.5 placentas showed that the labyrinth defects seen in the *Dnmt3b* KO placentas were fully rescued in the *Dnmt3b* cKO (Fig. 5b, Supplementary Fig. 6e). We performed single-nuclei RNA-sequencing on *Dnmt3b* cKO and WT E12.5 placentas, demonstrating that gene expression profiles in the *Dnmt3b* cKO resemble WT (Fig. 5c). Therefore, we conclude that DNMT3B is critical in trophoblast cells, rather than the allantois, in mediating appropriate formation of the placental labyrinth.

**Fig. 5:**
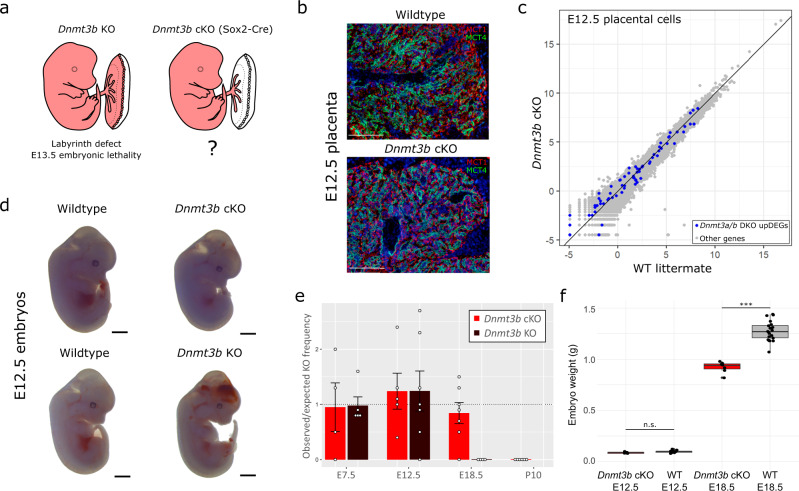
*Dnmt3b* cKOs show rescued placental labyrinth phenotype and consequently survive to birth. **a** The schematic diagram shows the lineages containing *Dnmt3b* deletion in the *Dnmt3b* KO compared to the *Dnmt3b* cKO, using Sox2-Cre. This schematic is adapted from Perez-Garcia, V. *et al*. Placentation defects are highly prevalent in embryonic lethal mouse mutants. *Nature* 555, 463-468 (2018). **b** Immunofluorescence for MCT1 (SynTI) and MCT4 (SynTII) in E12.5 placentas from a *Dnmt3b* cKO and littermate WT control. White scale bar = 100 µm. **c** The scatterplot shows gene expression, evaluated by single-nuclei RNA-sequencing in E12.5 placental cells, in *Dnmt3b* cKO, using Sox2-Cre, compared to WT littermate control. Cells were pseudo-bulked to generate log2(RPM) values for *Dnmt3a/b* DKO upregulated DEGs and other genes. **d** Images show E12.5 embryos from *Dnmt3b* KO, *Dnmt3b* cKO and littermate WT controls. Black scale bar = 1 cm. **e** The bar plot shows the mean observed/expected ratios of KO or cKO embryos at E7.5, E12.5, E18.5 and postnatal day (P)10 in the *Dnmt3b* KO and cKO crosses, respectively. The number of litters evaluated for the *Dnmt3b* KO and cKO, respectively, at: E7.5 (*N* = 5 and 4), E12.5 (*N* = 7 and 5), E18.5 (N = 4 and 7), and P10 (N = 0 and 6). Error bars show standard error of the mean. **f** E12.5 and E18.5 foetal weights were compared between *Dnmt3b* cKO (*N* = 7 and 7, respectively) and littermate WT (WT and heterozygous) controls (*N* = 21 and 21, respectively) from four pregnancies for each time point (two-tailed t-test with Bonferroni correction for multiple comparisons, n.s. = not significant, ***p = 9.1E-10). The boxplot centre line is the median, with box limits showing the upper and lower quartiles and whiskers as 1.5x interquartile range. Individual data points are shown the dots.

We then assessed whether the presence of a functional placenta in the *Dnmt3b* cKO could rescue embryo survival. At E12.5, *Dnmt3b* cKO embryos showed a remarkably improved morphology compared to *Dnmt3b* KO embryos (Fig. 5d). *Dnmt3b* KO embryos die at approximately E13.5^7^, and consistently we recovered no *Dnmt3b* KO embryos in late gestation; yet, *Dnmt3b* cKO embryos survived until just before birth at E18.5, at expected Mendelian ratios (Fig. 5e, Supplementary Fig. 6f-g). Immunofluorescence of E18.5 placentas confirmed phenotypically normal placental labyrinth development in *Dnmt3b* cKOs throughout pregnancy (Supplementary Fig. 6h). Nevertheless, at E18.5, *Dnmt3b* cKO embryos showed significantly reduced foetal weight and no *Dnmt3b* cKO embryos survived to postnatal day 10 (Fig. 5e-f, Supplementary Fig. 6g). Hence, DNMT3B has a late-gestational role in the embryo proper impacting perinatal survival; the phenotype underpinning this perinatal lethality has not been studied here. Our findings demonstrate that impaired formation of the maternal-foetal interface in the placental labyrinth underlies the embryonic lethality observed in *Dnmt3b* KOs.

## Discussion

In this study, we demonstrate that DNMT3A, DNMT3B and DNMT3L are all integral for the establishment of the placental methylome during post-implantation development. We also show that each DNMT preferentially targets a set of highly specific genomic features demarcated by characteristic chromatin states. Importantly, de novo DNA methylation plays a critical role in healthy placental development, with loss of DNMT3B resulting in impaired formation of the placental labyrinth causing mid-gestation embryonic lethality. Despite the striking phenotype of *Dnmt3b* knockout placentas, we observed no impairment of specification or differentiation of placental cell types. Rather, we find that the prominent transcriptional change in both undifferentiated and differentiated trophoblast cells was up-regulation of germline genes normally expressed in oogenesis and spermatogenesis. This finding mirrors observations made in embryonic cell types^4,8,9^, and supports the notion that one of the primary roles of DNA methylation is to silence germline genes^30^.

The DNMT proteins contain three histone-interacting domains: DNMT3A contains UDR, ADD and PWWP domains, DNMT3B contains ADD and PWWP domains and DNMT3L contains an ADD domain. Furthermore, the DNMTs can form hetero-dimers and oligomers, making the patterns of recruitment in biological contexts challenging to disentangle^31^. Indeed, studies investigating the targeting of de novo DNMTs in the embryo observed relatively uniform kinetics throughout the genome^4^, with later HiC studies showing that A compartments methylate before B compartments^32^. However, during epigenetic programming in trophoblast cells, we observe distinct genomic targeting preferences for DNMT3A, DNMT3B and DNMT3L activity, linked to histone modifications. DNMT3B-targeted sites show enrichment for H3K36me3-marked gene bodies in trophoblast cells, consistent with its localisation in vitro via its PWWP domain^20^. Conversely, DNMT3L-dependent regions appear to be largely devoid of H3K4me and H3K36me3, consistent with ADD domain-directed localisation of DNMT3L to unmethylated H3K4^19^. DNMT3L enhances the catalytic activity of de novo DNMTs^33,34^, thus one could speculate that its trophoblast-specific function may be necessary due to the lower expression levels of *Dnmt3a* and *Dnmt3b* compared to epiblast, enabling recruitment of DNMTs to low-affinity inter-genic sites.

While DNMT3A can bind to unmethylated H3K4 and H3K36me2/3 through its ADD and PWWP domains, respectively, we find that DNMT3A-targeted sites are most prominent at the boundaries of active and bivalent domains in trophoblast cells. Recent in vitro work has shown that the localisation of DNMT3A to bivalent regions of the genome is underpinned by an interaction of its N-terminal UDR domain with H2AK119ub in the absence of PWWP recruitment to H3K36me2 domains^35^. This mechanism may be relevant in trophoblast cells, as it has been reported that H3K27me3-marked CpG islands, which often co-localises with H2AK119ub, are atypically methylated in ExE^16^. Interestingly, a recent study reported almost wildtype levels of DNA methylation and gene expression in E11.5 embryos with a catalytically-inactivated DNMT3B^36^, suggesting that catalytically-inactive DNMT3B can heterodimerise with DNMT3A to restore DNA methylation patterning. While placental cells were not assessed in this study, the rescue of embryonic lethality in this model suggests that similar mechanisms may occur in trophoblast cells. Future studies will be valuable in understanding whether these various mechanisms of DNMT3A-recruitment differ across cell types. To date, the link between genome-wide de novo DNMT activity and chromatin landscape in vivo has only been well-documented in the context of epigenetic programming in gametogenesis^37–39^. Our findings reveal that similar mechanisms may influence DNA methylation programming during trophoblast development, with chromatin-mediated recruitment of DNMTs likely explaining at least some of the unique features of the placental methylome.

The accumulation of DNA methylation in a lineage-specific manner in E7.5 epiblast and ExE is consistent with its suggested role in re-enforcing transcriptional repression associated with lineage commitment^40^. However, we do not observe precocious activation of development genes in *Dnmt* KO ExE, nor impaired differentiation or tissue composition in the *Dnmt3b* KO placenta when assessed by single-nuclei RNA-sequencing. This finding was surprising given the markedly impaired formation of the SynTII layer seen in *Dnmt3b* KO placental sections. SynTII cells were defined in single nuclei analysis using published markers, including *Gcm1*, *Synb*, *Gcgr* and *Vegfa*^27^, while the identification of SynTII cells by immunofluorescence was done using the widely adopted approach of staining for lactate proton-coupled monocarboxylate transporter protein MCT4 (*Slc16a3*)^41,42^. Transcription factor, GCM1, becomes expressed in the chorionic trophoblast at the branchpoints of the allantoic mesoderm and embryos that lack *Gcm1* fail to initiate differentiation and formation of the placental labyrinth^28^. MCT4 is a lactate transporter expressed in differentiated SynTII cells and is essential in its function in maternal-foetal exchange^41^. Thus, we interpret our findings to show that specification of SynTII can occur in *Dnmt3b* KO placentas, but that the morphogenesis and function is severely compromised, resulting in a failure to support foetal development beyond E13.5. Our data suggests that the de-repression of germline genes is interfering with these processes in SynTII formation and function. However, an important limitation of single cell RNA-seq is its inability to detect low and intermediately expressed genes, thus while germline gene de-repression is the promint differential signature of *Dnmt3b* KO placental cells, further relatively subtle changes in the gene regulatory landscape will likely be overlooked. Intriguingly, impairment in branching morphogenesis and transcriptional de-repression of germline genes has also been observed in the lungs of *Dnmt1* cKO mice^43^, suggesting that failure to repress germline genes may interfere with branching morphogenesis processes across developmental contexts. Future studies will be valuable in gaining further insights into the molecular mechanisms underpinning these phenotypes.

DNA methylation is studied extensively in the context of human pregnancy for association with placental insufficiency and pregnancy complications, such as preeclampsia, growth restriction and preterm birth^44^. Yet, there remain few examples of a functional role for DNA methylation in placentation outside the context of genomic imprinting and X chromosome inactivation. Our study reveals that germline genes and a subset of endogenous retroviruses are susceptible to de-repression upon loss of DNA methylation. Further, we identify formation of the placental labyrinth as a developmental process critically reliant on correct establishment of DNA methylation in trophoblast cells. Pregnancy complications affect as many as one in four women and maternal health during pregnancy has lasting impacts on the lifelong health of offspring. Our findings provide invaluable context for studies investigating environmental exposures in pregnancy and developmental origins of health and disease and will help direct future studies of epigenetic mechanisms underpinning human placental development.

## Methods

### Sample collections

The use of animals in this study was performed in accordance with the European regulation in Animals (Scientific Procedures) Act 1986 with all protocols approved by the Animal Welfare and Ethical Review Body at the Babraham Institute under licenses issued by the Home Office (UK).

Natural timed matings were used to collect embryos on embryonic days 6.5 (E6.5), E7.5, E12.5, and E18.5. We used published mouse models for *Dnmt3l*^5^, *Dnmt3a*^7^, and *Dnmt3b*^7^, and *Sox2*-Cre^29^, which have been bred into the C57BL6/Babr background for this study. To generate KO and wildtype embryos, heterozygous females were bred to heterozygous males for *Dnmt3l*, *Dnmt3a*, *Dnmt3b* and *Dnmt3a/3b* strains. To generate *Dnmt3b* cKO embryos, homozygous *Dnmt3b* floxed females (*Dnmt3b* fl/fl) were bred to heterozygous *Dnmt3b* floxed males carrying the Sox2-Cre (*Dnmt3b* fl/+, Sox2-Cre +ve). For all strains used in this study, heterozygous animals are phenotypically normal.

At E6.5 and E7.5, the epiblast (Epi), extra-embryonic ectoderm (ExE) and ectoplacental cone (EPC) for each embryo were manually separated. Single E7.5 epiblast and ExE samples were individually frozen in 10 µL of buffer RLT Plus (Qiagen) for RNA-seq or PBAT; the corresponding EPC was used for genotyping. For ChIP-seq, pools of C57BL6/CAST E6.5 ExE (N = 8) samples were washed in PBS and flash frozen in 10 µL of nuclear lysis buffer (Sigma), matching the strain and collection approach for incorporated published datasets^18^. For placental phenotyping, E12.5 (and E18.5 for the *Dnmt3b* cKO) placentas were collected and fixed overnight in 4% paraformaldehyde at 4 °C, washed with PBS and stored at 4 °C until paraffin embedded. For E12.5 and E18.5 embryos, a tail clip was used for genotyping. For all molecular and phenotyping experiments, wherever possible, matched littermate wildtype controls were used for comparisons to KOs.

EPC and tail clip samples were lysed in 50 mM Tris pH8.5, 1 mM EDTA, 0.5% Tween-20, and 0.2 µg/µl proteinase K at 55 °C for 3 h, followed by 95 °C 10 min incubation. MyTaq Red Mix (Meridian Bioscience) was used to amplify 1 µL DNA in a 20 µL reaction using a 60 °C annealing temperature and 35 amplification cycles. The following primers were used for each locus: *Dnmt3a*-F CTGTGGCATCTCAGGGTGATGAGCA, R1 GCAAACAGACCCAACATGGAACCCT, R2 TGAGTGGTGAGGCCC-AGCTTATCGA (Approximate sizes: WT-400bp, KO-250bp); *Dnmt3b*-F1 GAACTTGGTCTGCAGGACGAT-CGCT, F2 AGAGCACTGCACCACTACTGCTGGA, R CAGGTCAGACCTCTCTGGTGACAAG (Approximate sizes: WT-270bp, floxed-400bp, KO-700bp); *Dnmt3l*-F1 GGTCCTTAGGGGTTCTGGAC, F2 GTTGGAGGA-TTGGGAAGACA, R1 TAGCTACCCGTGGCCAATAC, R2 CCATGGCATTGATCCTCTCT (Approximate sizes: WT-250bp, KO-170bp); Sox2-Cre-F GCAGAACCTGAAGATGTTCGCGAT, R AGGTATCTCTGACCAGAGTC-ATCC (Approximate size: 700 bp). PCR products were run on a 2% agarose gel and imaged using a Gel Doc XR + System (Bio-Rad).

### Immunohistochemistry and immunofluorescence

For histological analysis, at least 4 mutant and 4 wild-type or heterozygous placentas were collected from at least two independent litters (with mutant and wild-type placentas recovered from each litter) for *Dnmt3a* KO, *Dnmt3b* KO, *Dnmt3l* KO and *Dnmt3b* cKO. Placentas from each litter were processed for routine paraffin histology and embedded side-by-side within a paraffin block. No other randomization is applicable for this study. In all cases, tissue appearance and cellular architecture of the placentas was analysed to confirm they were in viable condition. Consecutive 10μm sections were produced. A series of sections per block was processed for haematoxylin and eosin (H&E) staining, using a standard protocol^42^. Sections through the sagittal midline were chosen for imaging, indicated at E12.5 and E18.5 by the site of insertion of the umbilical cord. Slides were scanned on a Nanozoomer (Hamamatsu). Phenotypes of placentas were assessed for each strain, blinded and recorded by at least two independent investigators.

For immunostaining, sections were deparaffinised in xylene and processed through an ethanol series to PBS. Antigen retrieval was performed by boiling in 1 mM EDTA pH 7.2, 0.05% Tween-20 or in 10 mM Na-citrate pH 6.0 buffer followed by blocking in PBS, 0.5% BSA, 0.1% Tween-20. Antibodies used were anti-Cdh1 (1:100; BD Biosciences 610181), anti-MCT1 (1:100; Merck Millipore AB1286I), anti-MCT4 (1:100; Merck Millipore AB3314P) and biotin-conjugated isolectin from *Bandeiraea simplicifolia* BSI-B4 (1:100; Sigma L2140). Primary antibodies were detected with appropriate fluorescence or horseradish peroxidase-conjugated secondary antibodies; BSI-B4 was detected with horseradish peroxidase-conjugated streptavidin (1:400 Alexa594 (Goat anti-chicken) Invitrogen Cat. A110442, 1:400 Alexa488 (Donkey anti-rabbit) Invitrogen Cat. A21206, 1:200 Anti-Mouse IgG (H + L)-HRP (goat polyclonal) Cat. 170–6516 Bio-Rad, 1:100 Horseradish peroxidase-conjugated Streptavidin, Vector Laboratories Cat. SA5004). Nuclei were counterstained with haematoxylin or DAPI. For all immunostainings, samples were repeated at least twice in independent experiments. Images were taken with an Olympus BX61 epifluorescence microscope and/or Arperio scanner (Leica). The signal for MCT4 and MCT1 staining was quantified using ImageJ and Student’s t-test analysis was performed to calculate statistical significance of the staining signal differences (p < 0.05) using GraphPad Prism 9.

### RNA-seq library preparation

Ultra-low input RNA-sequencing libraries were generated as previously described^18^, with the adaptation of using only a single round of oligo(dT)25 capture of mRNA to improve yields. In brief, samples were homogenized in 400 µL of TRIzol (Invitrogen) and phase separated with 80 µL of chloroform:isoamyl alcohol (Sigma), centrifuging at 4 °C for 15 min. The aqueous phase was combined with 1 µL GlycoBlue and 300 µL of cold isopropanol. The RNA was pelleted by centrifugation for 10 min at 4 °C, washed once with 75% ethanol, dried and then resuspended in 5 µL of ultra-pure water. To each RNA sample, 20 µL of lysis/binding buffer was immediately added, proceeding directly to oligo(dT)25 capture of mRNA, using Dynabeads mRNA DIRECT kit (Life Technologies), using previously described adaptations for low starting material^18^. Using the SMARTer Stranded RNA-seq kit (Clontech), mRNA libraries were prepared as per the manufacturers’ instructions with 15 amplification cycles. Libraries were quantified using the High DNA Sensitivity Bioanalyzer 2500 (Agilent) and Illumina library quantification (KAPA). Libraries were multiplexed and sequenced using 50 bp single-end on the Illumina HiSeq 2500 RapidRun. Four replicates were excluded due to poor amplification and consequently high duplication, including 2 KO and 2 WT replicates. In total, the number of replicates analysed per group were *Dnmt3l* KO (*N* = 4), *Dnmt3l* WT (*N* = 3), *Dnmt3a/b* DKO (*N* = 3), *Dnmt3b* KO (*N* = 4), *Dnmt3a* KO (*N* = 3), *Dnmt3a/b* WT (*N* = 5).

### PBAT library preparation

PBAT libraries were generated as previously described^45^. In brief, cells were lysed with 0.5% SDS at 37 °C for 1 h and bisulphite converted using the Imprint DNA Modification kit (Sigma). Bisulphite-converted DNA was purified using the EZ DNA Methylation Direct kit, as directed (Zymo Research). Using a biotin-conjugated adaptor containing standard Illumina adaptor sequences and 9 bp of random sequences (9 N), first-strand synthesis was performed using Klenow Exo- enzyme (New England Biolabs). Following exonuclease (New England Biolabs) treatment and binding to Dynabeads M-280 Streptavidin beads (Thermo Fisher Scientific), second-strand synthesis was performed. Libraries were amplified and indexed using 10 PCR cycles with Phusion High-Fidelity DNA polymerase (New England Biolabs). Libraries were multiplexed for 75-bp paired-end sequencing on an Illumina NextSeq500. Three replicates of Epi and ExE were sequenced and analysed per group, as detailed in Supplementary Data 1.

### ChIP-seq library preparation

Ultra-low input ChIP-seq was performed as previously described^45^, incorporating several adaptions from the original protocol^46^. In brief, replicates of ExE samples were permeabilized in nuclei EZ lysis buffer (Sigma) with 0.1% Triton-X-100/0.1% deoxycholate. Chromatin digestion was completed with 200 U of micrococcal nuclease (New England Biolabs) at 21 °C for 7.5 min. Chromatin was then precleared in complete immunoprecipitation buffer with Protein A/G beads, for 2 h rotating at 4 °C. Chromatin was then divided into three aliquots: one for each immunoprecipitation and one 10% input control. Antibodies for H3K4me1 (250 ng, Active Motif, 39298) or H3K27ac (125 ng, Abcam, ab4729) were bound to Protein A/G beads in complete immunoprecipitation buffer for 3 h rotating at 4 °C. Chromatin was added to antibody-bound beads and rotated overnight at 4 °C. Chromatin-bound beads were washed with two low-salt washes and one high-salt wash, followed by DNA elution at 65 °C for 90 mins. Eluted DNA was purified with Sera-Mag carboxylate-modified Magnetic SpeedBeads (Fisher Scientific) at a 1.8:1 ratio. Library preparation and indexing was performed using the MicroPlex Library Preparation kit v2 (Diagenode), as per the manufacturer’s instructions. Libraries were multiplexed for 75-bp paired-end sequencing on an Illumina NextSeq500.

### Single-nuclei RNA-seq library preparation

Single nuclei were isolated as described in the ‘Frankenstein’ protocol, available through 10X Genomics (https://www.10xgenomics.com/resources/customer-developed-protocols) and published adaptations for mouse placenta^27^. Following collection and genotyping, *Dnmt3b* KO and WT E12.5 placentas or *Dnmt3b* cKO and WT E12.5 placentas were processed in parallel immediately for single nuclei isolation and 10X Genomics RNA-seq preparation. Placentas were first chopped with a razor blade in 1 mL nuclei EZ lysis buffer (Sigma) for 2 mins, followed by homogenisation in a Dounce homogenizer. Nuclei were filtered through a 30 µm filter, and then pelleted by centrifugation at 500 g for 5 mins at 4 °C. Nuclei were resuspended in fresh nuclei EZ lysis buffer, pelleted and then resuspended in nuclei wash and resuspension buffer (1% BSA, 0.2U/µL RNase Inhibitor, PBS). Nuclei were gently resuspended, pelleted and resuspended in fresh nuclei wash and resuspension buffer. Nuclei were passed again through a 30 µm filter, before visual inspection of nuclei with a haemocytometer. Nuclei were then stained with DAPI (adding 1 µL of 1 mg/mL DAPI) before a total of 10,000 nuclei per sample were flow sorted using the BD FACSAria Fusion sorter with 70 µm nozzle into RT reaction mix (10X Genomics). Samples were immediately processed to cDNA using the Chromium Controller (10X Genomics), followed by 3’ single-nuclei RNA-seq library preparation (10X Genomics). Libraries were multiplexed for sequencing on an Illumina NextSeq500.

### Public datasets

Publicly available datasets, including RNA-seq from E7.5 reciprocal hybrid C57BL6/CAST Epi and ExE, and H3K4me3, H3K36me3, and H3K27me3 ChIP-seq in E6.5 C57BL6/CAST ExE^18^, were used in this study (available in Gene Expression Omnibus series GSE124216). Bisulphite-sequencing datasets for E3.5 inner cell mass and trophectoderm were also used in this study^16^ (available in series GSE84236). All raw data files were mapped and trimmed using the pipelines described below. Gene expression patterns of *Sox2* in pre-implantation embryos were evaluated using publicly available database https://endoderm-explorer.com/^47^.

### Data mapping and QC

Fastq sequence files were quality and adaptor trimmed with trim galore v0.4.2 using default parameters. For PBAT libraries, the -clip option was used to remove the bases covered by the PBAT primer. Mapping of ChIP-seq data was performed with Bowtie v2.2.9 against the *Mus musculus* (GRCm38) derived genome, where SNPs between hybrid strains (C57BL6 and CAST/Ei) had been masked by the ambiguity nucleobase N (N-masked genome). The resulting hits were filtered to remove mappings with a MAPQ scores < 20. RNAseq data was subjected to trimming with Trim Galore (v0.6.6, options ‘--clip_r1 8’ to remove a nucleotide bias at the 5’ end), and aligned to the GRCm38 mouse genome build, to which a ribosomal DNA sequence had been added (BK000964.1), using HISAT2 (v2.1.0, guided by gene models from Ensembl annotation release 90, options: --dta –no-softclip). Hits were again filtered to remove mappings with MAPQ scores <20. Sequencing depths for all libraries are provided in Supplementary Data 1.

Mapping and methylation calling of bisulphite-seq data was performed using Bismark v0.16.3 in PBAT mode against the mouse GRCm38 genome assembly. Trimmed reads were first aligned to the genome in paired-end mode to be able to detect and discard overlapping parts of the reads while writing out unmapped singleton reads; in a second step remaining singleton reads were aligned in single-end mode. Alignments were carried out with Bismark^48^ with the following set of parameters: a) paired-end mode: --pbat; b) single-end mode for Read 1: --pbat; c) single-end mode for Read 2: defaults. Reads were then deduplicated with deduplicate_bismark selecting a random alignment for positions that were covered more than once. Following methylation extraction, CpG context files from PE and SE runs were used to generate a single coverage file (the “Dirty Harry” procedure). Based on DNA methylation levels at CHH sequences, bisulphite conversion efficiencies were estimated to be average of 96.5% (+/−1.9%).

Mapping and quantitation of 10X single nuclei RNA-Seq data was performed with CellRanger v6.0.0 against the gex-mm10-2020-A transcriptome using the --include-introns option.

### Bisulphite-seq analysis

DNA methylation data was evaluated using 100-CpG windows, excluding the mitochondria (MT), X and Y chromosomes. Percentage DNA methylation was calculated per base and then averaged per window in each replicate with a minimum of 10 informative CpGs required to quantitate each window. Methylation values were then averaged between replicates for each group. Differentially methylated regions (DMRs) were identified using two methods in SeqMonk v1.48.0, logistic regression with a minimum 20% difference in DNA methylation between KO and WT was used to identify DMRs in each KO. To identify genomic regions most affected in each KO model, a binomial test was used to identify the subset of domains that showed the largest differences in DNA methylation in each of the *Dnmt3a*, *Dnmt3b* and *Dnmt3l* KOs; these DMRs were used for the UMAP analysis, described below.

### UMAP dimensionality reduction and clustering

Epigenetic data, including DNA methylation, H3K4me3, H3K27ac, H3K4me1, H3K36me3, and H3K27me3, for autosomal 100-CpG windows were used in UMAP dimensionality reduction and clustering. Regions were quantitated as RPKM for WT samples with coverage outliers excluded. To reduce the impact of outliers and correct for variable ChIP enrichment, capped, scaled and centred values were used for randomly initialised UMAP (n_neighbors=10, min_dist=0.05)^49^. The same input was used for Expectation Maximisation Clustering in Weka^50^, setting the number of clusters to 15. The resulting clusters were summarised into the functional annotations shown in Fig. 2 based on similarity of histone modifications. Enrichment or depletion of the most hypomethylated DMRs at chromatin features in *Dnmt3a*, *Dnmt3b* and *Dnmt3l* KOs were statistically compared to a random set of 100-CpG windows using one-proportion Z test with Yates’ continuity correction (results presented in Supplementary Data 2).

### RNA-seq analysis

Gene expression was quantitated using the RNA-seq quantitation pipeline in SeqMonk. Differentially expressed genes were identified using DESeq2 in SeqMonk, with a minimum 1.5-fold-change between KO and matched WT samples. Gene ontology analyses were done using DAVID Bioinformatics Resource (https://david.ncifcrf.gov/), using the default settings and the addition of the UP-TISSUE category. The GRCm38 repeatmasker annotations were used to evaluate expression of all ERV repeat classes. Informative ERV LTRs were defined as those with one same-stranded read in at least one RNA-seq replicate (N = 8142). ERV expression was quantitated as RPKM using only reads that mapped to the same strand as the ERV. LIMMA statistic (p < 0.05 correcting for multiple comparisons) in SeqMonk v1.48.0 was used to identify ERVs that showed significantly different expression between *Dnmt3a/b* DKO and WT controls.

### Single-nuclei RNA-seq analysis

Filtered count matrices from CellRanger were imported and analysed using Seurat v3. Cells containing more than 0.5% mitochrondrial reads were removed, then standard CLR normalisation, VST variable gene selection (1000 genes), scaling, PCA and tSNE (15 PCs, perplexity = 100). Cell clusters were defined using Louvain clustering (resolution 0.3), and clusters deriving from maternal cells were identified based on their *Xist* expression, and discarded.

Matches to known placental cell types were predicted using SCINA (sensitivity_cutoff=0.9) with the 50 most significant markers per cell type from a previous study^25^.

### Statistical analysis

Statistical tests were performed in Excel, R v4.2.0, http://vassarstats.net/, and GraphPad Prism 9. For linear correlations, Pearson Correlation Coefficients are provided as R-values and linear correlation statistical test was used to calculate p-values. Pairwise comparisons of *Dnmt* gene expression between E7.5 Epi and ExE, MCT4 and MCT1 fluorescence intensity, foetal weights, placental and labyrinth size and proportions between KOs and WT controls were done using a standard two-tailed t-test statistic, correcting the significance threshold using Bonferroni correction for multiple comparisons within each analysis. Comparisons of frequency data were done using Chi-square statistic (Supplementary Fig. 3g) and Fisher’s Exact test (Fig. 4f). ERV lengths across subclasses were compared using a non-parametric Mann Whitney test (Supplementary Fig. 3h). Comparison of fold change expression of *Dnmt3a/b* up-regulated ERVs (N = 23) between *Dnmt* KOs was done using an ANOVA statistic, with *post hoc* Tukey Test to determine significant pairwise comparisons. Figures were generated using Excel, SeqMonk v1.48.0, R Studio v1.1.456, R v4.2.0 (R package ggplot2), GraphPad Prism 9, CellRanger v6.0.0, and https://endoderm-explorer.com/.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1-4

Reporting Summary

## Data Availability

The data that support this study are available from the corresponding author upon reasonable request. The sequencing data generated in this study has been deposited in Gene Expression Omnibus (GEO) database under accession number GSE203462, including raw and processed data files. Publicly available RNA-seq and ChIP-seq datasets (GSE124216) and bisulphite-seq data (GSE84236) were used in this study. Publicly available single-cell RNA-seq data was accessed through https://endoderm-explorer.com/. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Mechanisms and function of de novo DNA methylation in placental development reveals an essential role for DNMT3B
**Source:** Nat Commun. 2023 Jan 23;14:371. doi: 10.1038/s41467-023-36019-9
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Figures

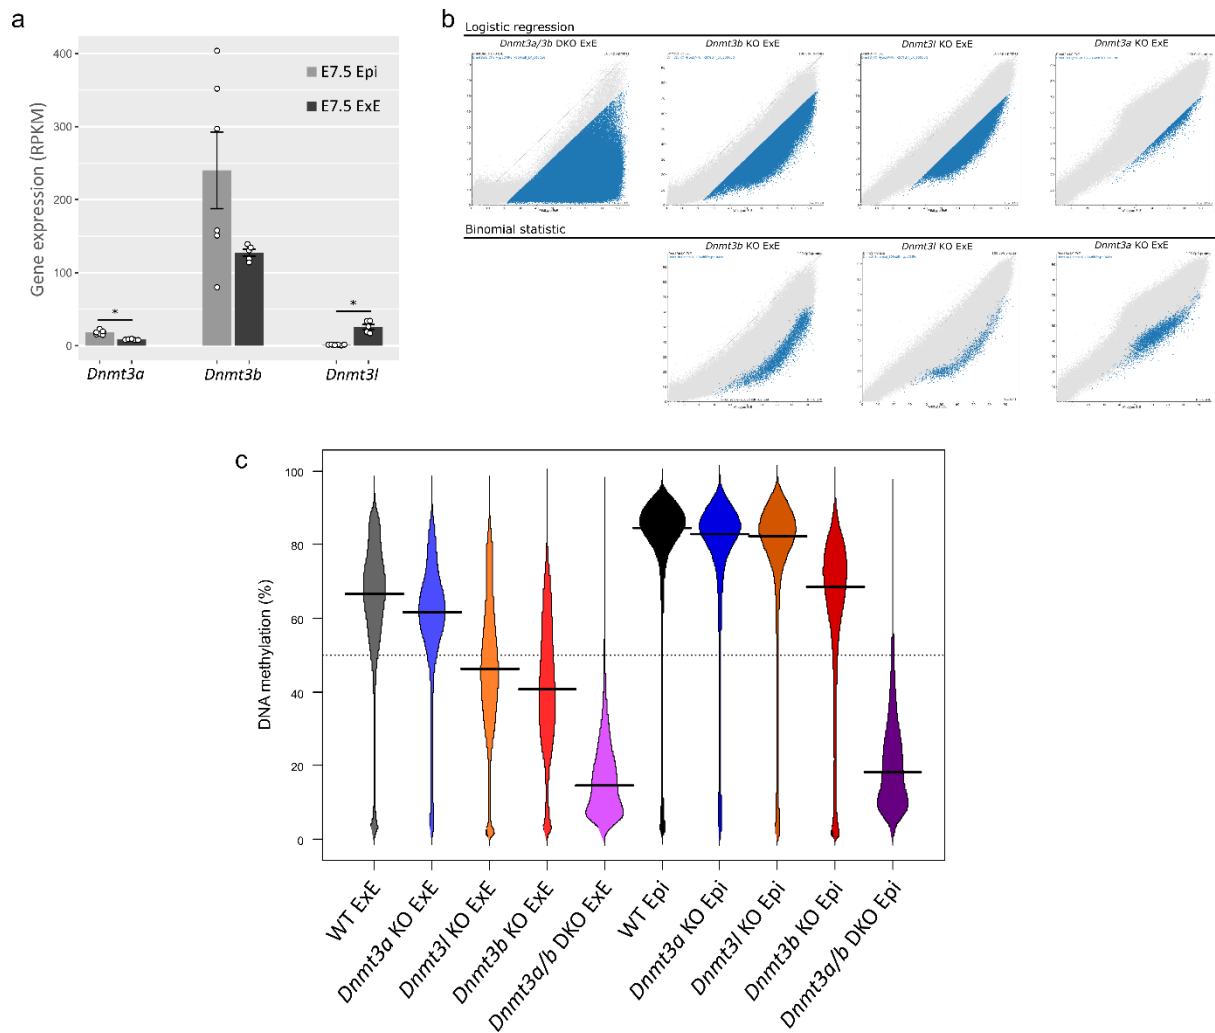

Supplementary Fig 1. a) The barplot shows the expression levels of *Dnmt3a*, *Dnmt3b* and *Dnmt3l* genes in E7.5 epiblast (Epi) (N=6) and extra-embryonic ectoderm (ExE) (N=5) using publicly available RNA-seq data¹. Gene expression was quantitated as RPKM, merging all isoforms. The error bars show standard error of the mean, asterisks ($p < 0.0001$) show significant pair-wise comparisons (two-tailed t-test). **b)** The scatterplots show DNA methylation between KO and WT E7.5 ExE for *Dnmt3a/b* DKO, *Dnmt3b*, *Dnmt3l* and *Dnmt3a* KOs, using autosomal 100-CpG windows with at least 10 informative CpGs per replicate. Significantly hypomethylated differentially methylated regions are shown in blue, defined using logistic regression and a difference $> 20\%$ (top panel) or a binomial test with a minimum 10% difference (bottom panel). **c)** The beanplot shows the DNA methylation levels of autosomal 100-CpG windows for ExE and epiblast (Epi) from WT, *Dnmt3a/b* DKO, *Dnmt3b* KO, *Dnmt3l* KO and *Dnmt3a* KO E7.5 embryos. The horizontal bars show the median.

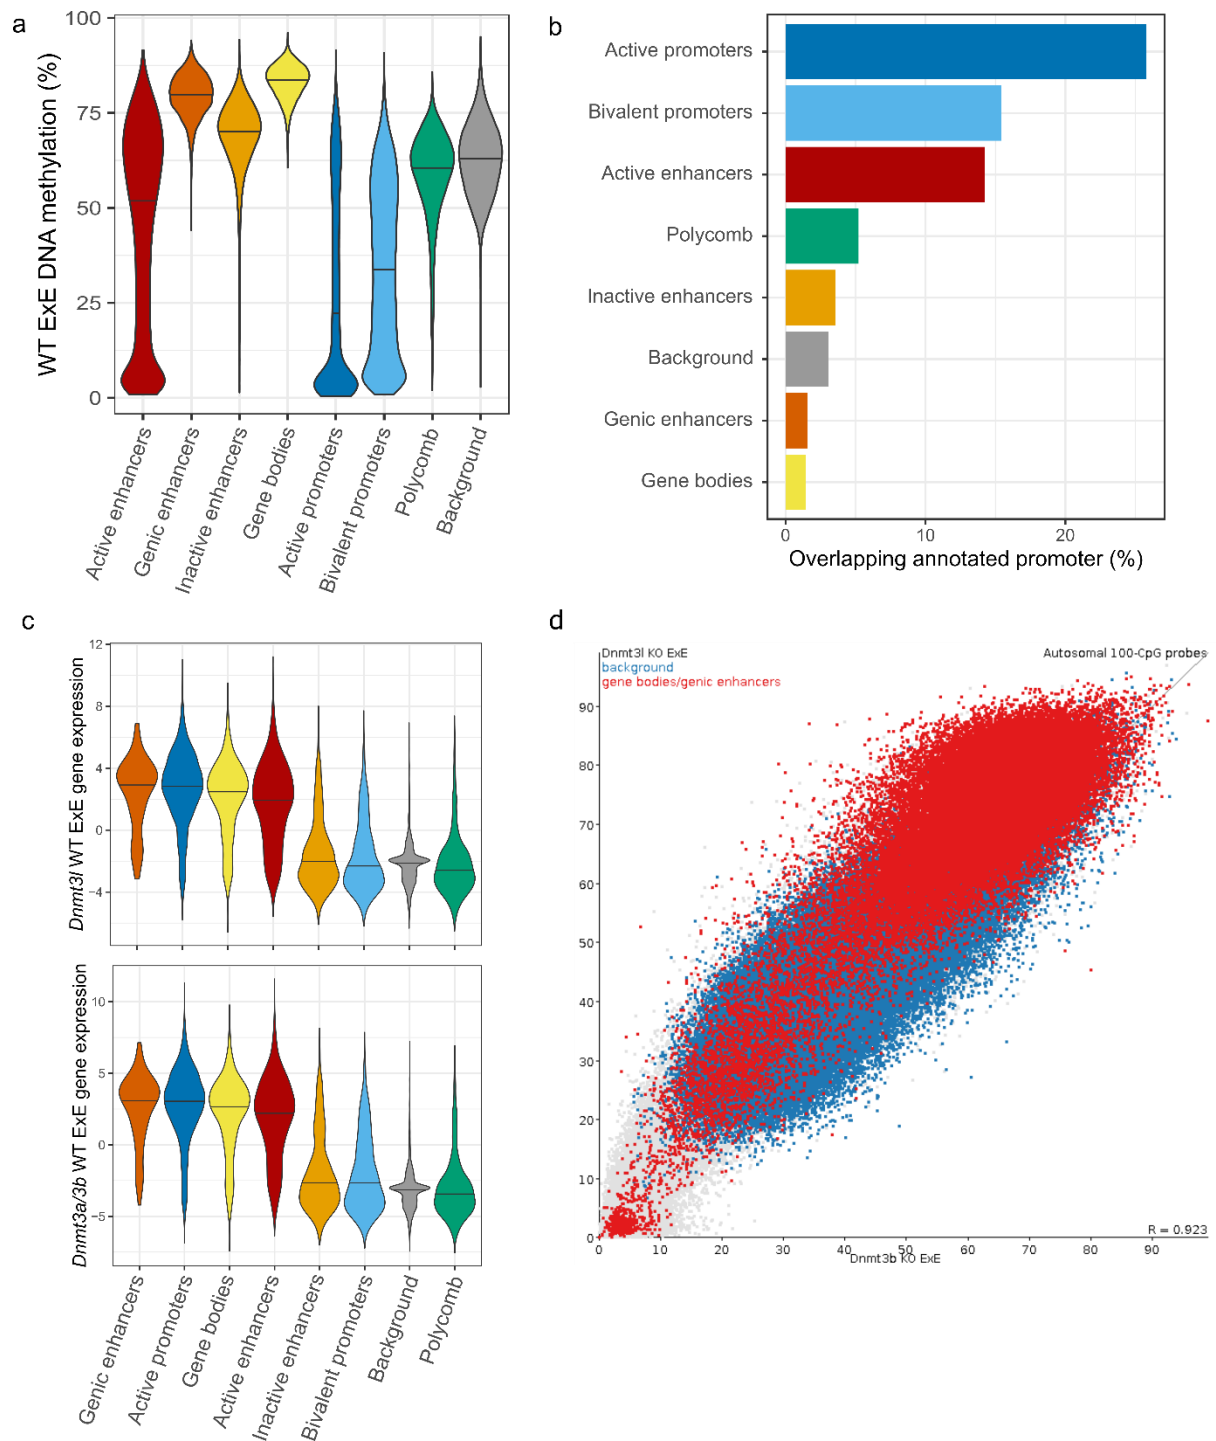

Supplementary Fig 2. a) The beanplot shows DNA methylation levels for each chromatin feature in E7.5 WT ExE. The horizontal bars show the median. **b)** The barplot shows the overlap between annotated gene promoters and chromatin features identified in the UMAP dimensionality reduction and clustering of 100-CpG windows using histone modification enrichment in ExE (Fig. 2b, Methods). **c)** The beanplots show expression levels of genes associated with chromatin features in *Dnmt3a/b* WT ExE (N=5) and *Dnmt3l* WT ExE (N=3). The horizontal bars show the median. **d)** The scatterplot shows DNA methylation between *Dnmt3b* KO and *Dnmt3l* KO E7.5 ExE, using autosomal 100-CpG windows with at least 10 informative CpGs per replicate. Windows that fall within chromatin features are highlighted: background in blue (N=137,069) and gene bodies or genic enhancers in red (N=50,027).

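The start sites of 6628 of 20623 protein-coding genes, or 32.1%, lay in active promoters and those of 3728, or 18.1%, in bivalent promoters. Another 1392 (6.75%) were in polycomb windows and 5054 (24.5%) in background. Of all windows in the bivalent feature, 64.6% were marked by H3K27me3. Inactive enhancers held 3145 (15.3%), active enhancers 351 (1.70%) and gene bodies 235 (1.14%), with 90 more in coverage outliers. Without clustering, a count chosen after results were seen, inactive enhancers held 1352 (6.56%), active enhancers 1119 (5.43%), gene bodies 462 (2.24%) and genic enhancers 123 (0.596%). Dnmt3b (ENSMUSG00000027478, chromosome 2, 153649450 to 153687730 of GRCm38) started in an active promoter with 60.3 ± 3.20 RPKM of H3K4me3 (SD, n = 2) and 10.1 ± 4.01 RPKM of H3K27ac. Dnmt3a (ENSMUSG00000020661, chromosome 12, 3806007 to 3914443) and Dnmt3l (ENSMUSG00000000730, chromosome 10, 78041947 to 78063622) had their most upstream annotated start in windows called inactive enhancers, although the highest window within 1 kb of that start had 40.0 ± 1.21 and 3.26 ± 0.128 RPKM of H3K4me3. Vegfa had 56.8 ± 0.177 RPKM of H3K4me3, and Slc16a1 (ENSMUSG00000032902, chromosome 3, 104638668 to 104658462) 72.1 ± 4.63 RPKM. Hba-a1, a globin gene, started in a polycomb window with 2.17 ± 0.243 RPKM of H3K27me3, and Tex101, a testis gene, in background with 0.0550 ± 0.00855 RPKM of H3K4me3. Each gene was counted at 1 start site, its most upstream annotated one, and other promoters were not examined. Gene expression is not analysed here.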

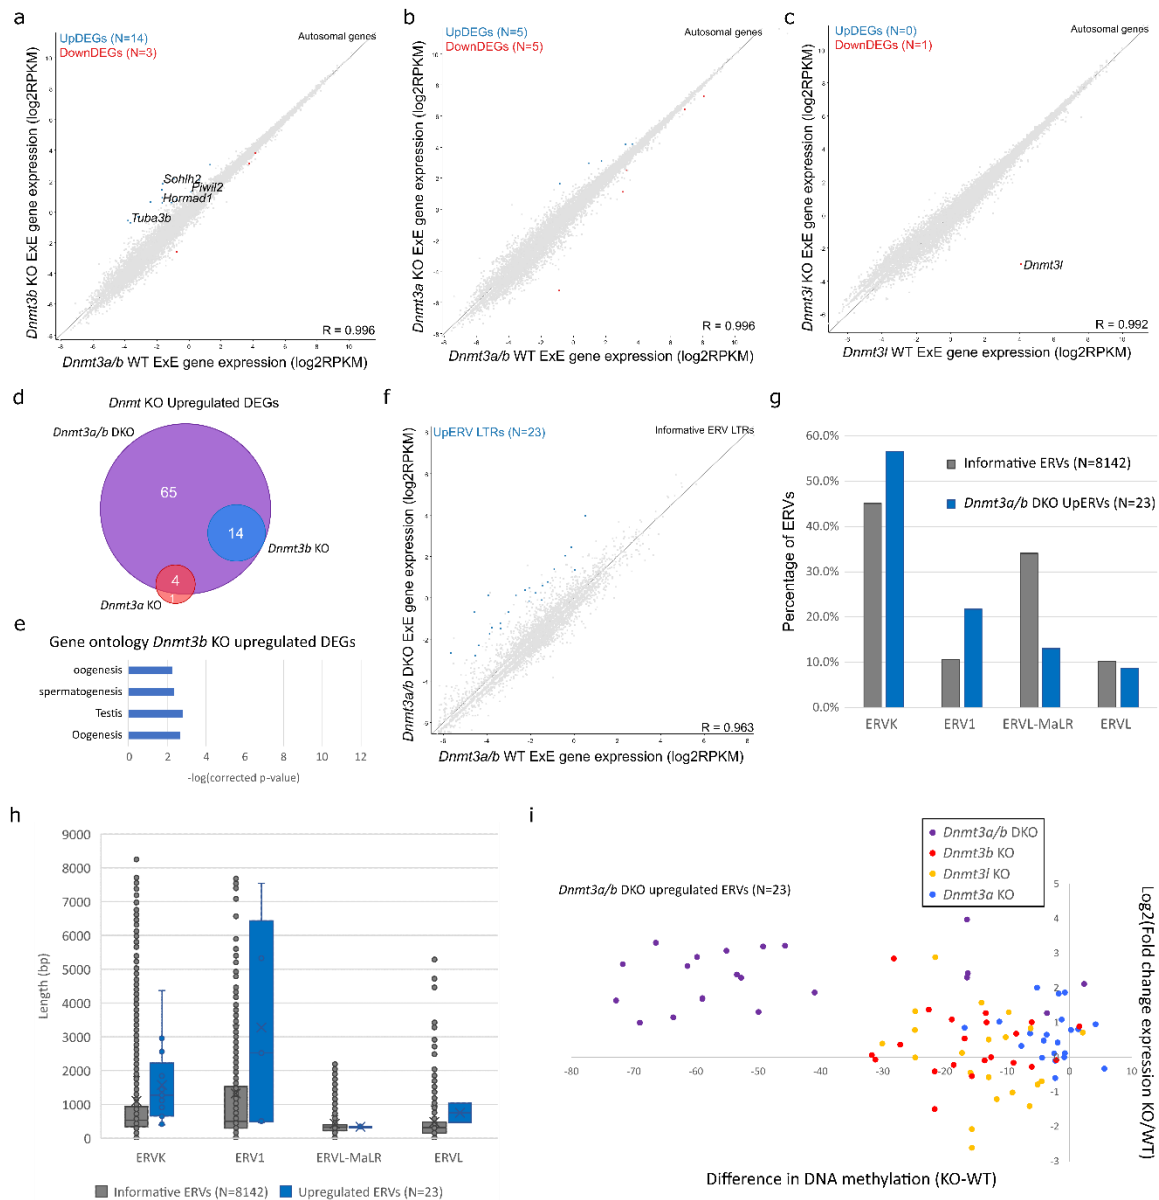

Supplementary Fig. 3 **a)** The scatterplot compares gene expression between *Dnmt3b* KO and WT control ExE for autosomal genes. Up- and down-regulated differentially expressed genes (DEGs) are highlighted in blue and red, respectively. **b)** The scatterplot compares gene expression between *Dnmt3a* KO and WT control ExE for autosomal genes. Up- and down-regulated differentially expressed genes (DEGs) are highlighted in blue and red, respectively. **c)** The scatterplot compares gene expression between *Dnmt3l* KO and WT control ExE for autosomal genes. Up- and down-regulated differentially expressed genes (DEGs) are highlighted in blue and red, respectively. **d)** The Venn diagram shows the proportion of overlap between up-regulated DEGs identified in the *Dnmt3a/b* DKO (N=83), *Dnmt3a* KO (N=5) and *Dnmt3b* KO ExE (N=14). **e)** The bar plot shows significant gene ontology categories enriched among *Dnmt3b* KO up-regulated genes in E7.5 ExE, using Fisher Exact Test with Benjamini-Hochberg correction for multiple comparisons. **f)** The scatterplot compares expression between *Dnmt3a/b* DKO and WT control ExE for autosomal ERVs with at least one same-stranded read in any replicate and not overlapping an annotated gene (Informative ERV LTRs, N=8,142). Significant up-regulated ERVs (blue) were identified using LIMMA t-test statistic ($p < 0.05$, correcting for multiple comparisons using Benjamini-Hochberg correction). **g)** The barplot shows the distribution of ERV repeat classes among ERVs upregulated in *Dnmt3a/b* DKO and informative ERVs ($p = 0.09$, two-tailed).

Chi-square statistic). **h)** The boxplot shows the base-pair (bp) length of ERVs upregulated in *Dnmt3a/b* DKO and informative ERVs. The mean length of ERVs upregulated in *Dnmt3a/b* DKO (N=23) was compared to informative ERVs (N=8142) using a two-tailed t-test with unequal variances ($p=0.03$). The boxplot centre line is the median and the X is the mean, with box limits showing the upper and lower quartiles, whiskers as 1.5x interquartile range and dots as outliers. **i)** The scatterplot shows the change in DNA methylation (KO-WT) of 100-CpG windows overlapping ERVs up-regulated in the *Dnmt3a/b* DKO (N=23) with log2 fold-change in ERV expression (RPKM+0.1) quantified in the *Dnmt3/3b* DKO, *Dnmt3b* KO, *Dnmt3a* KO and *Dnmt3l* KO.

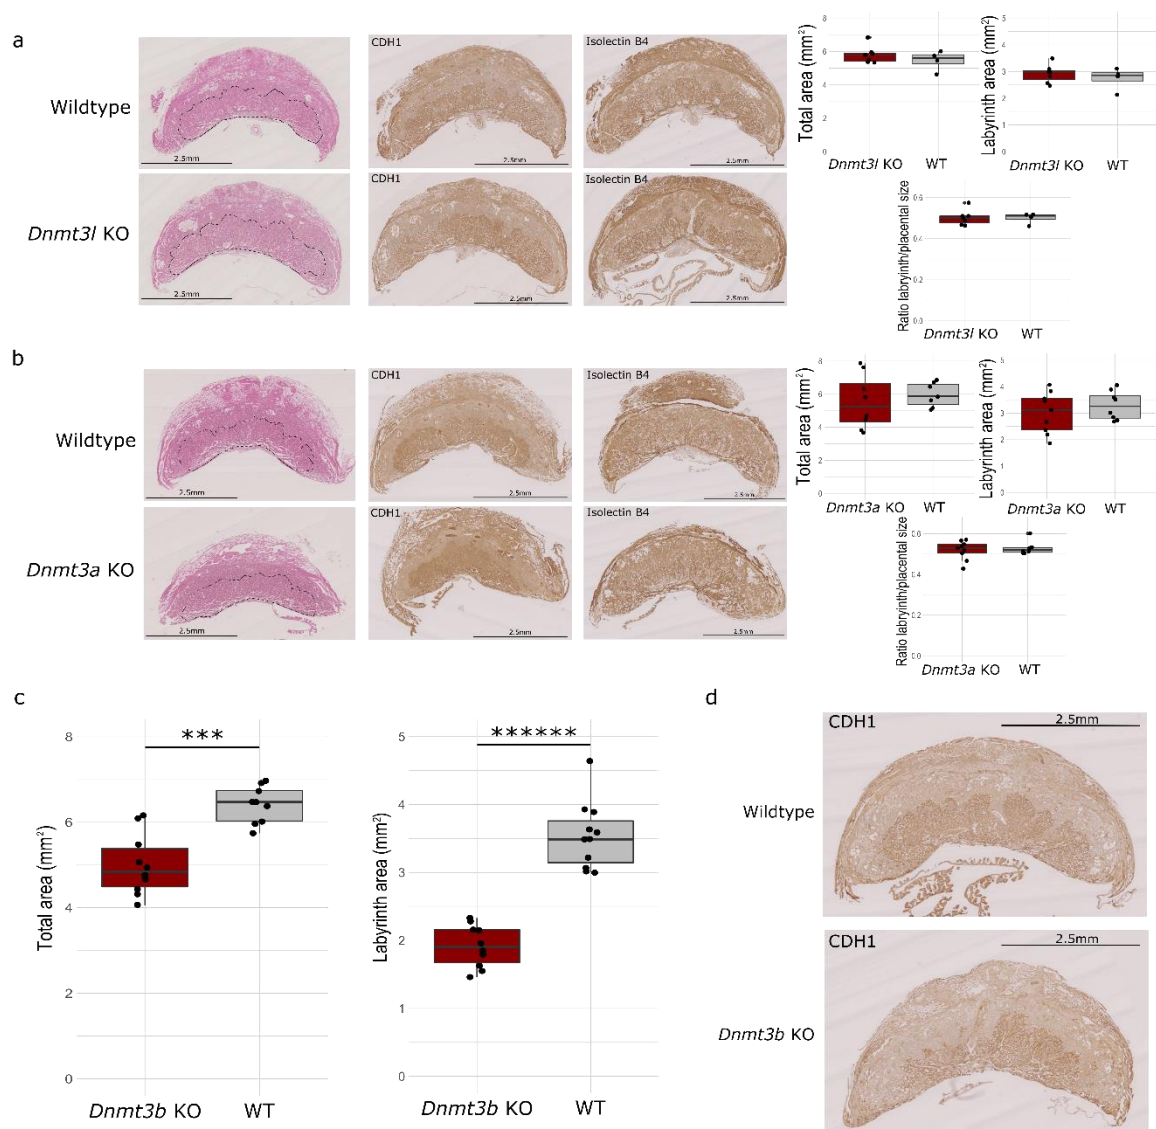

Supplementary Fig. 4 a) Representative haematoxylin and eosin staining (left), E-cadherin (CDH1) immunohistochemistry (middle) and isolectin BSI-B4 immunohistochemistry (right) of E12.5 placentas from a *Dnmt3l* KO and littermate WT control. The boxplots show the total placenta area (top left), labyrinth area (top right), and the ratio of labyrinth to placental size (bottom) in *Dnmt3l* KO (N=7) and WT (N=4) E12.5 placentas. Pairwise comparisons were done by two-tailed t-test (not significant). For all boxplots shown in this figure, boxplot centre line is the median, with box limits showing the upper and lower quartiles and whiskers as 1.5x interquartile range. Individual data points are shown as dots. **b)** Representative haematoxylin and eosin staining (left), E-cadherin (CDH1) immunohistochemistry (middle) and isolectin BSI-B4 immunohistochemistry (right) of E12.5 placentas from a *Dnmt3a* KO and littermate WT control. The boxplots show the total placenta area (top left), labyrinth area (top right), and the ratio of labyrinth to placental size (bottom) in *Dnmt3a* KO (N=9) and WT (N=8) E12.5 placentas. Pairwise comparisons were done by two-tailed t-test (not significant). **c)** The boxplots show the total placenta area (left), labyrinth area (right), in *Dnmt3b* KO (N=11) and WT (N=10) E12.5 placentas. Pairwise comparisons were done by two-tailed t-test (** $p=0.00009$, **** $p=0.00000003$). **d)** Representative E-cadherin (CDH1) immunohistochemistry of E12.5 placentas from a *Dnmt3b* KO and littermate WT control.

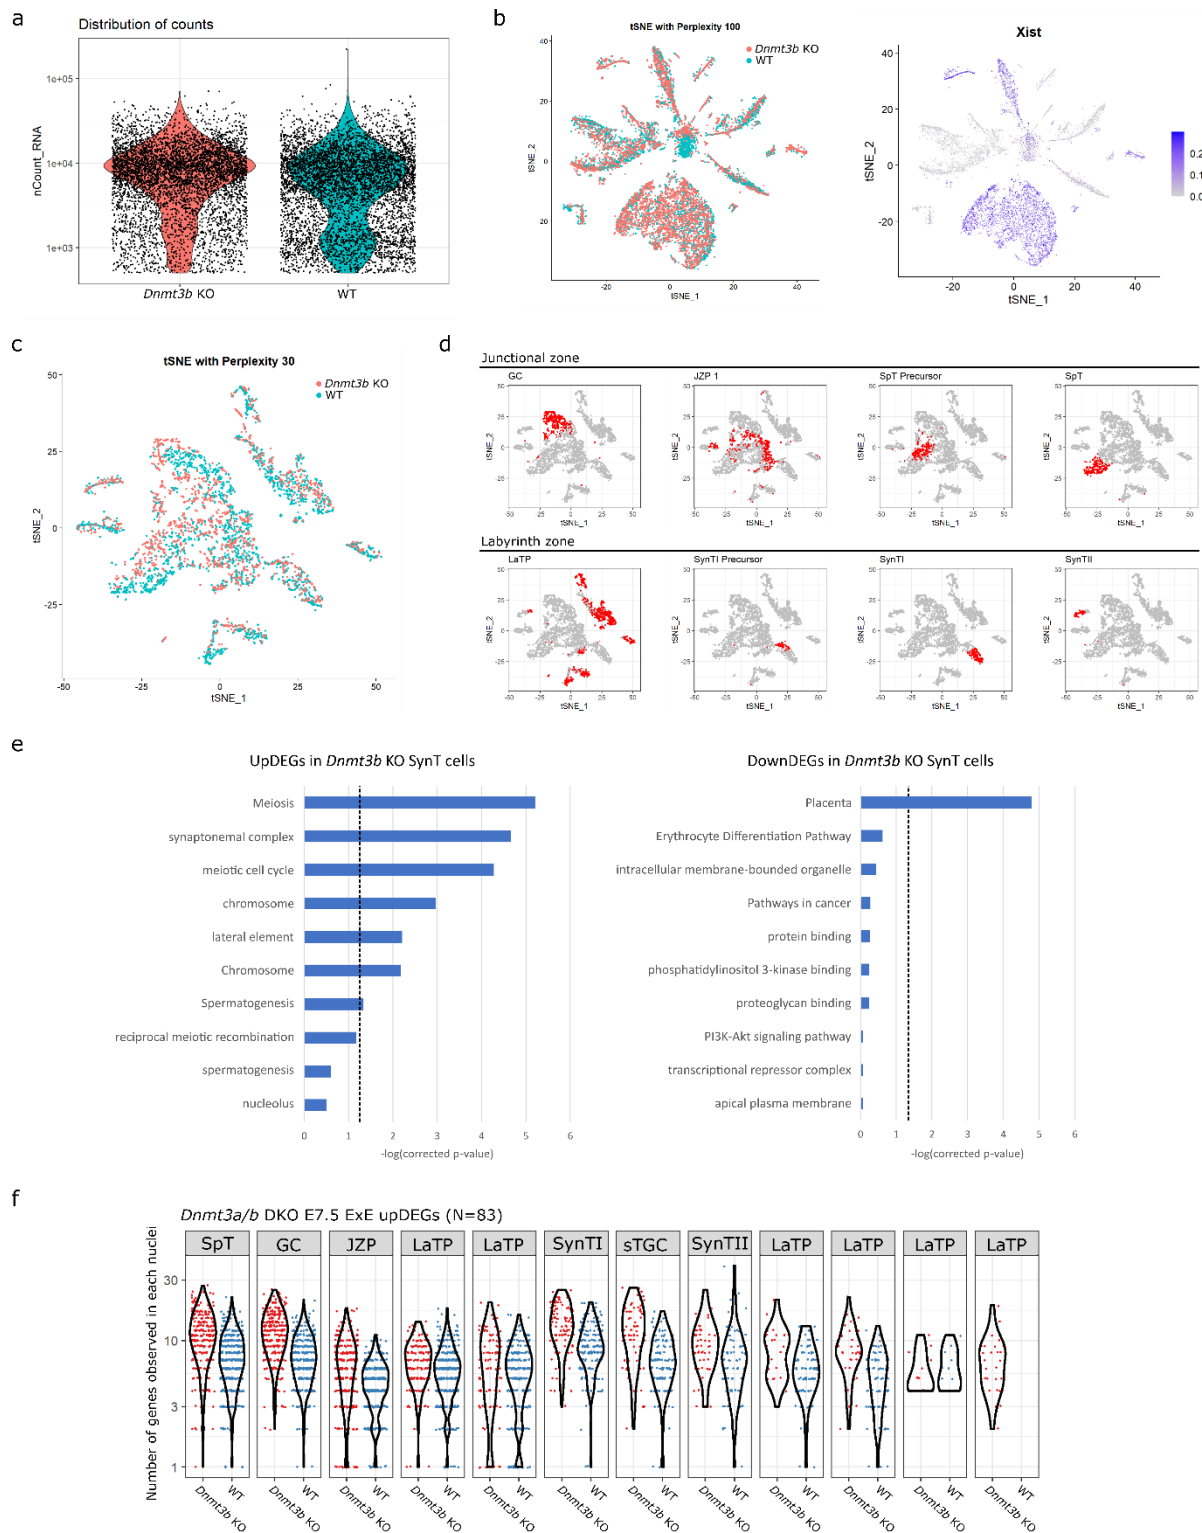

Supplementary Fig. 5 **a)** The beanplot shows the matched distributions of read counts per cell in single-nuclei RNA-seq data from *Dnmt3b* KO and WT E12.5 placentas. **b)** The tSNE plot shows the clustering of single nuclei in *Dnmt3b* KO and WT E12.5 placentas (left). Nuclei with high levels of *Xist* expression (right) are identified as maternal cells, and were excluded from subsequent analysis. **c)** The *Dnmt3b* KO and WT single-nuclei RNA-seq data were then re-clustered after maternal cells were excluded, as shown in the tSNE plot. **d)** Using published reference lists to identify distinct cell types within E12.5 placentas², we classified cell types within our data (shown in red) from the junctional zone (top) and labyrinth zone (bottom). Acronyms: GC=glycogen cell; JZP=junction zone trophoblast;

SpT=spongiotrophoblast; LaTP=labyrinth trophoblast; SynT=syncytiotrophoblast. **e)** The bar plot shows the top 10 gene ontology categories identified among *Dnmt3b* KO up- and down-regulated differentially expressed genes (DEGs) in SynTI and SynTII cells, using Fisher Exact Test with Benjamini-Hochberg correction for multiple comparisons. The dashed line shows the corrected p-value<0.05 significance threshold. **f)** The beanplots show the number of *Dnmt3a/b* E7.5 ExE upregulated DEGs (N=83) detected in each cell, within each cell type cluster identified in E12.5 placentas between *Dnmt3b* KO and WT.

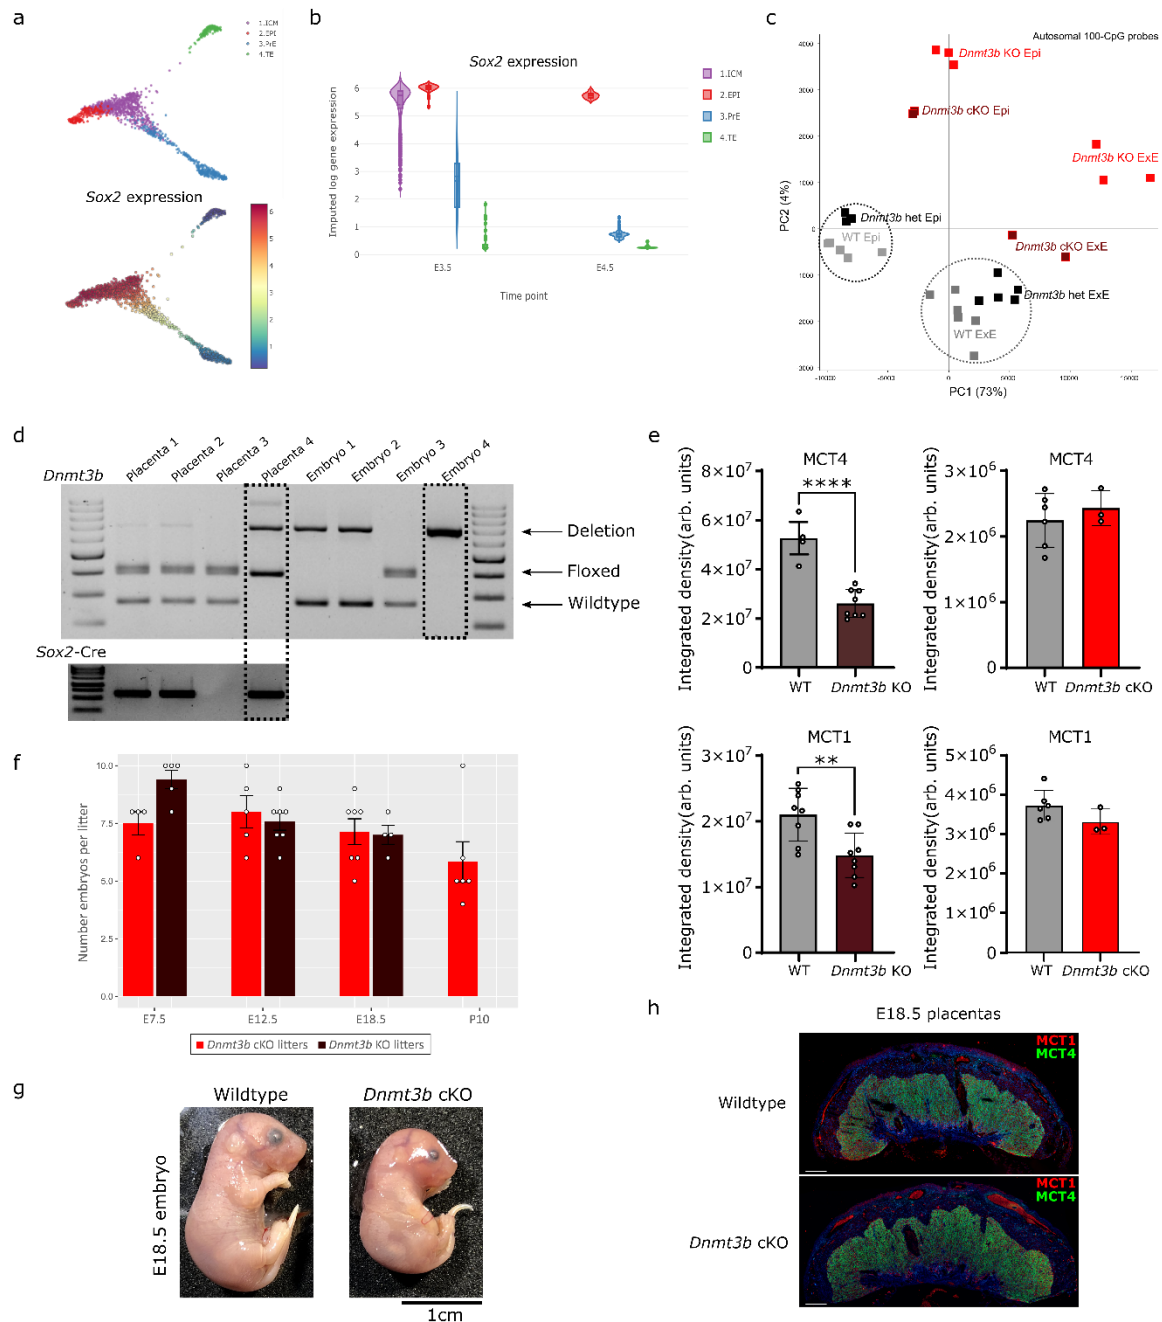

Supplementary Fig. 6 a) The tSNE plot shows single cells from inner cell mass (ICM), epiblast (EPI), primitive endoderm (PrE), and trophoblast (TE) in E3.5 and E4.5 embryos (top) and levels of *Sox2* expression (bottom)³. **b)** The beanplot shows the levels of imputed gene expression for *Sox2* among inner cell mass (ICM), epiblast (EPI), primitive endoderm (PrE), and trophoblast (TE) cells in E3.5 and E4.5 embryos³. The boxplot centre line is the median and the dashed line is the mean, with box limits showing the upper and lower quartiles, whiskers as 1.5x interquartile range and dots as outliers. **c)** The PCA plot shows DNA methylation replicates for E7.5 Epi and ExE from *Dnmt3b* WT, *Dnmt3b* heterozygotes (het), *Dnmt3b* cKO using *Sox2-Cre*, and *Dnmt3b* KOs. *Dnmt3b* cKO Epi cluster near *Dnmt3b* KO Epi, reflecting their highly correlated global DNA methylation patterns ($R=0.957$) and supports that there is a similar loss of DNMT3B activity in these KOs. DNA methylation was quantitated for autosomal 100-CpG windows with at least 10 informative CpGs. **d)** The agarose gel image shows the genotyping results for *Dnmt3b* allele (top) and the *Sox2-Cre* (bottom) from E8.5 whole embryo and placentas collected from a set of embryos from a *Dnmt3b* homozygous floxed (fl/fl) female bred

with a *Dnmt3b* $-/+$, Sox2-Cre positive male. Embryo 4 is a *Dnmt3b* cKO, showing the presence of only the deletion allele in the embryo, while retaining the intact floxed allele in the placenta. A 100bp ladder (GeneRuler), with the lowest shown band=200bp, is the marker on the top gel image; while a 1kb ladder (GeneRuler) is the marker on the bottom gel image. The approximate expected fragment sizes for *Dnmt3b* wildtype allele=270bp, floxed allele=400bp, deletion allele=700bp and Cre=650bp.

e) The barplots show the mean quantification of MCT4 (top) and MCT1 (bottom) for *Dnmt3b* KO (left) and *Dnmt3b* cKO (right) compared to littermate wildtype (WT) controls, measured as integrated density (arb. units = arbitrary units). Pairwise comparisons were done by two-tailed t-test (** $p=0.005$, *** $p=5.7E-7$). Individual data points are shown as dots and error bars show standard deviation.

f) The barplot shows the mean number of embryos per litter assessed at E7.5, E12.5, E18.5 and P10 to evaluate the frequency of *Dnmt3b* cKO (N=4, 5, 7 and 6 litters, respectively) and *Dnmt3b* KO (N=5, 7, 4 and 0 litters, respectively) embryos (shown in Fig. 5e). As there were no *Dnmt3b* KO embryos at E18.5, these were not evaluated at P10. *Dnmt3b* cKO pairs comprise a *Dnmt3b* fl/fl or fl/+ female bred with a *Dnmt3b* $-/+$, Sox2-Cre positive male, while *Dnmt3b* KO pairs comprise a *Dnmt3b* $-/+$ female and male. There were no significant differences in litter size between *Dnmt3b* cKO and *Dnmt3b* KO at E7.5, E12.5 or E18.5, using pairwise two-tailed t-test comparisons with Bonferroni-corrected p-value threshold for multiple comparisons. The error bars show standard error of the mean.

g) Images show E18.5 embryos from *Dnmt3b* cKO and WT littermate control.

h) Immunofluorescence for MCT1 and MCT4, which stain for syncytiotrophoblast layer I (SynTI) and SynTII that separate maternal and foetal circulation, respectively, of E18.5 placentas from a *Dnmt3b* KO and littermate WT control. White scale bar = 100 μ m.

Supplementary references

1. Hanna, C. W. *et al.* Endogenous retroviral insertions drive non-canonical imprinting in extra-embryonic tissues. *Genome Biol.* **20**, 225-019-1833-x (2019).
2. Marsh, B. & Blelloch, R. Single nuclei RNA-seq of mouse placental labyrinth development. *Elife* **9**, 10.7554/eLife.60266 (2020).
3. Nowotschin, S. *et al.* The emergent landscape of the mouse gut endoderm at single-cell resolution. *Nature* **569**, 361-367 (2019).

# Supplementary material for: Mechanisms and function of de novo DNA methylation in placental development reveals an essential role for DNMT3B
**Source:** Nat Commun. 2023 Jan 23;14:371. doi: 10.1038/s41467-023-36019-9
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: Datasets generated for this study.

File Name: Supplementary Data 2

Description: Statistical comparison of enrichment for specific chromatin features among differentially methylated domains identified in ExE in Dnmt3a, Dnmt3b, and Dnmt3l KOs (identified by binomial statistic). 

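Supplementary Data 2 sets the share of the most hypomethylated 100-CpG windows that fall in each chromatin feature beside the share of a random set of windows in the same feature. The random set stands for the genome, so its shares estimate the genome-wide makeup of the features shown in Fig. 2b. A feature with a larger share among the hypomethylated windows than among random ones is enriched for loss of DNA methylation in that KO, and one with a smaller share is depleted. The test asks whether the share among the hypomethylated windows could have been drawn from the random share, taken as a fixed proportion. The continuity correction makes the test slightly more cautious for small numbers of windows. It treats windows as independent of each other and does not use the spread between embryos. The hypomethylated windows come from DNA methylation libraries that are not analysed here.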

Enrichment or depletion of the most hypomethylated DMRs at chromatin features in Dnmt3a, Dnmt3b and Dnmt3l KOs were statistically compared to a random set of 100-CpG windows using one-proportion Z test with Yates' continuity correction.

File Name: Supplementary Data 3

Description: Differentially expressed genes identified in Dnmt3a/b DKO E7.5 ExE compared to WT, using DESeq2 with Benjamini-Hochberg correction for multiple testing and a minimum 1.5- fold-change in expression.

File Name: Supplementary Data 4

Description: Differentially expressed genes identified in Dnmt3b KO E12.5 SynT cells, identified using DESeq2 with Benjamini-Hochberg correction for multiple testing.

# Supplementary material for: Mechanisms and function of de novo DNA methylation in placental development reveals an essential role for DNMT3B
**Source:** Nat Commun. 2023 Jan 23;14:371. doi: 10.1038/s41467-023-36019-9
**Supplement:** Supplementary file 5 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	Primary sequencing data was collected using Illumina Next Generation Sequencing Platforms. Imaging data was collected using Hamamatsu NDP.View2 2.9.25 software and Leica Aperio ImageScope software Version 12.3.3.5048 .
Data analysis	Publically available software: Bowtie v2.2.9, Trim Galore v0.6.6, HISAT2 v2.1.0, Bismark v0.16.3, R Studio v1.1.456, R v4.2.0, SeqMonk v1.48.0, CellRanger v6.0.0, https://endoderm-explorer.com/ , DAVID Bioinformatics Resource, Excel, Vassarstats.net, R package ggplot2, and GraphPad Prism 9.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Sequencing data generated for this study has been deposited in Gene Expression Omnibus (GEO) under accession number GSE203462.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	For PBAT (bisulphite-seq) experiments, 3 biological replicates per group provide optimal statistical power to detect biologically meaningful differences. This was determined using a power calculation (G*Power) to evaluate DNA methylation changes of >20% between groups, with a 5% standard deviation, a significance threshold of $p < 0.05$ and power of 90%. For RNA-seq, 3-4 biological replicates per group were used to detect a 1.5-fold change in expression, with an expected 0.1-0.2 standard deviation, a significance threshold of $p < 0.05$ and a power of 80%. Two replicates were used for ultra-low input ChIP-seq experiments, as these data were not used for pairwise comparisons and this is consistent with the standard in the field. For phenotyping experiments, a minimum of 4 biological replicates per group were analysed from at least two independent litters, providing us with the statistical power to detect a large effect size, with a significance threshold of $p < 0.05$ and a power of 80%.
Data exclusions	One ultra-low input ChIP-seq dataset for H3K27ac was excluded due to poor signal-to-noise, as evaluated by cumulative distribution plot, and a poor correlation coefficient between replicates ($r = 0.66$); an additional replicate was generated to replace this poor library. Four replicates of ultra-low input RNA-seq libraries were excluded due to poor amplification and consequently high duplication (>70%).
Replication	Reproducibility of sequencing data was evaluated by hierarchical clustering (correlation coefficients) and principle component analysis (PCA), which are presented in the manuscript. replicates for sequencing experiments included replicates from at least two independent litters per knockout model. For phenotyping analyses, placental size, labyrinth size/proportion, and foetal weights were statistical compared between groups using pairwise statistical methods (reported in detail in the manuscript). Placental measurements were assessed among embryos from at least two independent litters (range: 2-4 litters) per knockout model, while foetal weights in the Dnmt3b cKO were assessed across 4 litters at each time point. All immunostaining experiments were performed at least twice for each sample in two independent experiments.
Randomization	For both sequencing experiments and immunostaining/immunohistochemistry, knockout (KO) embryos were processed in parallel with WT controls, and wherever possible, these were matched littermate WT controls. Samples were allocated into groups based on genotypes. No co-variables, other than litter-matching, were controlled for.
Blinding	Investigators were blinded during sample collections, as all genotyping was done posthoc. Phenotypes of placentas were assessed by two independent investigators using hemotoxylin and eosin stained sections for each knockout strain; genotypes were blinded to assessors.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☐	☒ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	Anti-H3K4me1 (Active Motif, 39298), Anti-H3K27ac (Abcam, ab4729), Anti Cdh1: anti-E-Cadherin (CDH1) (BD Biosciences, 610181), Biotin-conjugated isolectin from Bandeiraea simplicifolia BSI-B4 (Sigma, L2140), Anti-MCT4 (Merck Millipore, AB3314P), Anti-MCT1 (Merck Millipore, AB1286I), Anti-Mouse IgG (H + L)-HRP (goat polyclonal) Cat. 170-6516 Bio-Rad, Alexa594 (Goat anti-chicken) Invitrogen Cat. A110442, Alexa488 (Donkey anti-rabbit) Invitrogen Cat. A21206, Horseradish peroxidase-conjugated Streptavidin, Vector Laboratories Cat. SA5004
Validation	Active Motif, 39298: The modENCODE and NIH Roadmap Epigenomics Mapping Consortiums have implemented rigorous standardization criteria for all assays and reagents to be used. As part of this initiative, antibody specificity testing and the ability of

the antibodies to work in ChIP-Seq were assessed in a large-scale study. <https://www.activemotif.com/catalog/details/39297/histone-h3-monomethyl-lys4-antibody-pab>

Abcam, ab4729: Abpromise guarantee covers the use of ab4729 for ChIP-seq experiments. All batches of ab4729 are tested in Peptide Array against peptides to different Histone H3 modifications. Six dilutions of each peptide are printed on to the Peptide Array in triplicate. Results show strong binding to Histone H3 - acetyl K27 peptide (ab24404), indicating that this antibody specifically recognises the Histone H3 - acetyl K27 modification. This antibody has been utilised in 1539 publications. <https://www.abcam.com/histone-h3-acetyl-k27-antibody-chip-grade-ab4729.html>

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

Several transgenic mouse models were used for this study, maintained on a C57BL6/BabR background. Additionally, adult male and female wildtype C57BL6/BabR and CAST animals were used to generate hybrid embryos. Both male and female embryos were used for this study at embryonic days (E)6.5, E7.5, E8.5, E12.5 and E18.5.

Mice were bred and maintained in the Babraham Institute Biological Support Unit. Since the opening of this barrier facility (2009), no primary pathogens or additional agents listed in the FELASA recommendations (Mähler et al., 2014) have been confirmed during health monitoring surveys of the stock holding rooms. Ambient temperature was approx. 19-21°C and relative humidity approx. 52%. Lighting was provided on a 12 hour light: 12 hour dark cycle including 15 min 'dawn' and 'dusk' periods of subdued lighting. After weaning, mice were transferred to individually ventilated cages with 1 – 5 mice per cage. Mice were fed CRM (P) VP diet (Special Diet Services) ad libitum and may receive seeds (e.g., sunflower, millet) at the time of cage-cleaning as part of their environmental enrichment. All mouse experimentation was approved by the Babraham Institute Animal Welfare and Ethical Review Body. Animal husbandry and experimentation complied with existing European Union and United Kingdom Home Office legislation and local standards.

Mähler M. et al. FELASA recommendations for the health monitoring of mouse, rat, hamster, guinea pig and rabbit colonies in breeding and experimental units. *Laboratory Animals* (2014) 48(3): 178-192, DOI:10.1177/0023677213516312

Wild animals

This study did not involve the use of wild animals.

Field-collected samples

This study did not involve the use of samples collected in the field.

Ethics oversight

The use of animals in this study was performed in accordance with the European regulation in Animals (Scientific Procedures) Act 1986 with all protocols approved by the Animal Welfare and Ethical Review Body at the Babraham Institute under licenses issued by the Home Office (UK).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

ChIP-seq

Data deposition

☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).

☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

May remain private before publication.

To review GEO accession GSE203462:

Go to <https://eur03.safelinks.protection.outlook.com/?url=https%3A%2F%2Fwww.ncbi.nlm.nih.gov%2Fgeo%2Fquery%2Facc.cgi%3Facc%3DGSE203462&data=05%7C01%7Ccw36%40universityofcambridgecloud.onmicrosoft.com%7C6e2c8538ffe04afa834b08da3c9d20c4%7C49a50445bdfa4b79ade3547b4f3986e9%7C0%7C0%7C637888942824216992%7CUnknown%7CTWFpbGZsb3d8eyJWljiMC4wLjAwMDAiLCJQIjoiV2luMzliLCJBTiI6IklhaWwlcXJXVCI6Mn0%3D%7C3000%7C%7C%7C&data=8jtRtlbgYTIZ2px%2BEX9V7VcdByAG0vuTq%2BCbquDNxK0%3D&reserved=0>

Enter token kxadycyslnurlch into the box

Files in database submission

H3K4me1 and H3K27ac libraries were generated for this study, while H3K4me3, H3K27me3 and H3K36me3 libraries were from a published study (Hanna et al. 2019 *Genome Biol*; 20). Data accessibility information is included in the manuscript.

lane6645_CGATGTTT_B6_CAST_E6_5ExE_H3K27ac_1_L001_R1.fastq.gz
lane6645_CGATGTTT_B6_CAST_E6_5ExE_H3K27ac_1_L001_R3.fastq.gz
lane7736_ACAGTGGT_B6_CAST_E6_5_ExE_H3K4me1_2_L001_R1.fastq.gz
lane7736_ACAGTGGT_B6_CAST_E6_5_ExE_H3K4me1_2_L001_R3.fastq.gz
lane7736_CGATGTTT_B6_CAST_E6_5_ExE_H3K4me1_1_L001_R1.fastq.gz
lane7736_CGATGTTT_B6_CAST_E6_5_ExE_H3K4me1_1_L001_R3.fastq.gz
lane7736_TTAGGCAT_B6_CAST_E6_5_ExE_H3K27ac_3_L001_R1.fastq.gz
lane7736_TTAGGCAT_B6_CAST_E6_5_ExE_H3K27ac_3_L001_R3.fastq.gz
ChIP_replicates_Autosomal_100CpG_windows_RPKM.txt

Genome browser session

(e.g. [UCSC](#))

https://genome.ucsc.edu/s/channa/mm10_ChIPseq_ExE

Methodology

Replicates

Two replicates of each H3K27ac and H3K4me1 ChIP-seq libraries were generated to analyze with previously generated datasets for H3K4me3, H3K27me3, and H3K36me3 (Hanna et al. 2019 *Genome Biol*; 20), using identical methodology and sample preparation.

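H3K4me3 replicates correlated with Pearson’s r of 0.981 and Spearman’s rho of 0.848 across 344595 windows, on the log2(RPKM + 0.1) scale. For H3K4me1 r was 0.940 and rho 0.945, for H3K27me3 0.933 and 0.923, for H3K27ac 0.901 and 0.862, and for H3K36me3 0.839 and 0.724. Replicates simulated to differ by counting noise alone had a rho of 0.884 for H3K4me3, 0.975 for H3K4me1, 0.933 for H3K27me3, 0.954 for H3K27ac and 0.786 for H3K36me3. The variance between replicates was 1.31 times that of counting noise for H3K27me3 and 1.18 times for H3K36me3, but 3.90 times for H3K4me3, 5.93 times for H3K4me1 and 8.18 times for H3K27ac. The closest other library was the replicate of the same mark in 10 of 10 libraries by r and in 9 of 10 by rho. By rho H3K27ac replicate 2 was closer to both H3K4me1 libraries, at 0.897 and 0.908, than to H3K27ac replicate 1, whose own rho with them was 0.770 and 0.750, but by r it was further from them, at 0.838 and 0.841. The paper's reporting summary lists H3K27ac number 3, the number in the description of replicate 2, in 1 sequencing lane with both H3K4me1 libraries. It lists H3K27ac number 1 in another lane, while replicate 1 is number 2 in its description. The lane of replicate 1 is therefore not established, and whether the H3K27ac replicates share a lane cannot be told. Windows are not independent replicates, so no p is given.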

Sequencing depth	The average number of raw reads was 25,593,877 (range: 20,057,589-34,312,899) and uniquely mapped reads was 13,466,135 (range: 12,250,084-14,857,283). Libraries were sequenced 75-bp paired-end.
Antibodies	Anti-H3K4me1 (Active Motif, 39298) or Anti-H3K27ac (Abcam, ab4729)
Peak calling parameters	ChIP-seq enrichment was used as a continuous variable in this study, hence peak calling was not performed.
Data quality	Using 1kb running windows, the correlation coefficients for ultra-low input ChIP-seq replicates generated from E6.5 extra-embryonic ectoderm for H3K27ac were $r=0.86$ and for H3K4me1 were $r=0.89$. These are comparable to the published ultra-low input ChIP-seq datasets for the same tissue, including H3K4me3 ($r=0.99$), H3K27me3 ($r=0.88$) and H3K36me3 ($r=0.86$) (Hanna et al. 2019 Genome Biol; 20) and published datasets from mouse ES cells (Zhang et al. 2016 Nature; 537).
Software	SeqMonk v1.48.0

# Supplementary material for: Mechanisms and function of de novo DNA methylation in placental development reveals an essential role for DNMT3B
**Source:** Nat Commun. 2023 Jan 23;14:371. doi: 10.1038/s41467-023-36019-9
**Supplement:** Supplementary file 6 — Source Data

## Slide 1

Source data file
Uncropped agarose gel image 1 (Extended data Figure 6d)

## Slide 2

Source data file
Uncropped agarose gel image 2 (Extended data Figure 6d)

How the deposited data were processed for this re-analysis (not part of the article)

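Histone marks were measured by ultra-low input ChIP-seq in wild-type ExE at E6.5, from pools of 8 ExE of C57BL6/CAST hybrid embryos, with 2 replicate libraries for each of 5 marks. H3K27ac and H3K4me1 were generated for the study, and H3K4me3, H3K27me3 and H3K36me3 came from an earlier study by the same methods. The authors trimmed reads with Trim Galore 0.4.2, mapped them with Bowtie2 2.2.9 to GRCm38 with strain polymorphisms masked, kept reads with a mapping quality of at least 20, and deposited RPKM per library in 344949 autosomal windows. No input library was used, and DNA methylation and RNA libraries are not analysed here. Each library's condition, mark and replicate were taken from its labels, and for H3K27ac the replicate numbers follow the titles, which give 1 and 2 where the descriptions give 2 and 3. The paper's reporting summary lists H3K27ac libraries 1 and 3, the latter in 1 sequencing lane with both H3K4me1 libraries. Chromatin samples were divided among the antibodies and an input, but which libraries share a sample is not stated.

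Depth was read from the values. Low RPKM values were whole multiples of the value of 1 read, within 0.01 read, in 100% of nonzero values, which gives 6970562 to 17426640 reads per library as the RPKM denominator. The paper's read depth of 20057589 to 44799973 is that of raw reads. Windows held a median of 12 to 36 reads, and the share of windows with no read ran from 0.148% (H3K4me1 replicate 2) to 2.04% (H3K36me3 replicate 2). Window lengths ran from 2403 bases at percentile 10 to 13601 at percentile 90.

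All computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9. List differences and Pearson correlations of RPKM are on the log2(RPKM + 0.1) scale, where 0.1 is the pseudocount, so differences of low values are understated. Folds over all windows are ratios with no pseudocount. Coverage outliers were the top 0.1% of windows by summed RPKM and those with no reads in any library, 354 in all, of which 9 had no reads. Of the outliers 93.8% were in the top 1% for H3K4me3.

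Chromatin features were rebuilt by Expectation Maximisation (a Gaussian mixture with diagonal covariance, 15 clusters, seed 1) on the mean RPKM of each mark, capped at its 99th percentile, centred and scaled. UMAP coordinates were not used. Each cluster was named by the percentile of its median marks among all windows, with a limit of 85 for most marks, 80 for H3K36me3, 60 for H3K4me1 in inactive enhancers and an upper limit of 90 for H3K4me3 in genic enhancers. The paper's shares and Fig. 2c had been read when this rule was written. With the same rule and no clustering, 74.5% of windows had the same feature. Shares, co-occurrence ratios and associations have jackknife standard errors over 19 autosomes. A promoter counts as marked when its window is in the top 10% in both replicates, and co-occurrence counts the top 10% of windows by the mean of both.

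Genes are those of the GENCODE release 21 annotation of GRCm38, the build of the windows. A window was associated with a promoter within 1 kb of a protein-coding start site, and with a gene body when its centre lay in a protein-coding gene. For each of 15 gene lists, with 244 genes counting repeats and 232 matched, the highest window within 1 kb of 1 start site per gene was taken. This was the most upstream annotated start of the gene, and other promoters were not examined. The median of each mark was compared with 10000 random lists of promoters of the same size, matched on window length, in a two-sided permutation test with Benjamini-Hochberg adjustment over 75 tests. The same test was used for the up- and down-regulated genes of the DKO and, on windows, for the ERVs, with adjustment over 15 tests. Among all promoters, 60.4% were marked by H3K4me3, 48.5% by H3K27ac, 31.0% by H3K4me1, 24.0% by H3K27me3 and 14.8% by H3K36me3. The paper's methylation differences at promoters were correlated with each mark, with 100000 permutations and adjustment over 20 relations.

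The genes named in the text are those the paper names, the 3 highest and 2 lowest members of each list for its leading mark, and, for the up-regulated genes of the DKO, the 10 with the largest fold change in the paper, whose values had been seen, and the 3 highest and 3 lowest for H3K4me3. Genes at the locus of Fig. 2a and at windows high in all marks fall outside this rule and were chosen after their values were seen.

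The methods were tested on simulated data. Simulated lists were drawn from windows of the whole genome and not from promoters, so they do not give the power of the test at promoters. Of 240 simulated lists, 6.67% were past an unadjusted p of 0.05 with no shift, 95.4% with a shift of 1 and 99.6% with a shift of 2 on the log2 scale. Shuffled marks had a co-occurrence ratio of 1.01. Clustering gave 98.5% of 60000 simulated windows their own feature, against 94.4% without clustering. These windows were drawn around the median profile of each feature that the same rule gave without clustering. High recovery was thus largely built in, and it does not apply to real windows. Of 200 simulated sets of unrelated genes, 4.5% were past an unadjusted p of 0.05 in the correlation test. Replicates that differ by counting noise alone were simulated 20 times for each mark.

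Alternatives changed the pseudocount, the number of clusters, the cap, the scale, the clustering method, the limits and random starts, the share called marked, the promoter interval, the gene types, the matching, a filter on windows low in all marks, an enrichment normalisation and each replicate in turn. Synb is not described, since its window holds 5226 CpG and 1 value over it says little about the promoter. Libraries of methylation, expression and placenta were left out because they are not used here.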

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

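Of the tests in this part, those matched on CpG density, those with CpG density partialled out or promoters taken apart by H3K4me3, the one without ERV windows that hold a start site, and those that compare a mark with the level left by a loss of reads were chosen only after results were seen.

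The promoters of the genes up-regulated in the Dnmt3a/b DKO had less H3K4me3 in WT ExE than matched promoters. Over 83 genes the median lay at -2.67 from matched promoters on the log2(RPKM + 0.1) scale (Benjamini-Hochberg adjusted permutation p = 0.003), lower in 2 of 2 replicates. It is listed here because the paper reports no histone marks at these genes. The genes were selected for higher expression in the DKO, and the random promoters were not matched on expression in WT. Whether other genes with as little expression in WT have the same H3K4me3 was not tested, so the difference is not shown to be particular to these genes. H3K4me3 marked 36 of the promoters, H3K27ac 26 and H3K27me3 29, with 20 marked by both H3K4me3 and H3K27me3, 9 by H3K27me3 without H3K4me3 and 38 by neither. H3K27ac lay at -0.88 (Benjamini-Hochberg adjusted permutation p = 0.032), a call that ended at -0.65 without matching on window length. H3K27me3, at 0.29, was not called (adjusted p = 0.354 from the same permutation), but passed at 0.51 when only the window of the start site counted. The start sites lay in inactive enhancers for 23 genes, bivalent promoters for 17, polycomb windows for 16, background for 11, active promoters for 9 and active enhancers for 7. Of the 83 genes, 17 were also in the longer germline list. Zscan4d had 0.0130 ± 0.0121 RPKM of H3K4me3 (SD, n = 2), among the lowest, while Tmed8, at 52.4 ± 6.47 RPKM, Zfyve9, at 50.1 ± 1.39 RPKM, and Plod2, at 48.0 ± 2.28 RPKM, were the highest.

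CpG density and reads lost to poor mappability were weighed as technical explanations of the lower H3K4me3. Against promoters matched on CpG density the difference was -2.73, which argues against CpG density as the whole of it. A loss of reads would lower all marks alike, yet H3K27me3 lay at percentile 91.8 of random lists. The outcome set beforehand as arguing against lost reads was a mark above the central 95% of random lists, which no mark reached. Had only the 15.1% of reads left at H3K4me3 been left at H3K27me3, its level would be -2.50, and the observed -0.43 is 2.07 above it, beyond the 0.77 spanned by the central 95% of random lists. This comparison takes the H3K27me3 of these genes without a loss to be that of random promoters, which was not tested. No biological explanation was tested, because the libraries are of 1 tissue at 1 stage, so the cause stays open.

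The windows of the ERVs up-regulated in the Dnmt3a/b DKO had less H3K27me3 than other windows. Over 20 windows that hold the 23 ERVs the median lay at -0.76 from windows matched on length (Benjamini-Hochberg adjusted permutation p = 0.032), lower in 2 of 2 replicates, and 15 of the windows were background. It is listed here because the paper reports no histone marks at ERVs. The random windows came from the whole genome, and windows of ERVs that were not up-regulated were not compared. The difference is therefore not shown to be particular to the up-regulated ERVs. The call ended at -0.54 when windows below the median of all marks were left out. H3K4me1 lay at -0.61 and was not called, but passed at -0.65 without H3K4me1 replicate 1. H3K27ac, at -0.22, and H3K4me3, at -0.17, were not called either.

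For the ERV windows, a start site nearby and reads lost to repeats were weighed. Over the 18 of 20 windows that hold no start site H3K27me3 lay at -0.78 from matched windows without one. This argues against start sites within the windows as the whole of it. Start sites in neighbouring windows were left in, so their part stays open. H3K36me3 lay at 0.052 from matched windows. No mark lay above the central 95% of random windows, the outcome set beforehand as arguing against lost reads. The level of H3K36me3 was 0.78 above the one that the 46.8% of reads left at H3K27me3 would leave. That is beyond the 0.63 spanned by the central 95% of random windows. It argues against lost reads as the whole of the difference, provided these windows would otherwise hold the H3K36me3 of matched ones. That was not tested. H3K27me3 relative to the other 4 marks lay at percentile 7.29, but a fall of H3K27me3 alone would have put this measure at -0.49, also within the central 95% that begins at -0.73, so it decides nothing and a smaller loss shared by the marks stays open. No biological explanation was tested, for the same reason of 1 tissue and 1 stage.

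Promoters with more H3K4me3 in WT ExE lost less DNA methylation in the Dnmt3a/b DKO. Across 82 of the up-regulated genes, Pearson's r between H3K4me3 and the paper's methylation difference was 0.862 and Spearman's rho 0.830 (permutation p = 1e-05 for each, the smallest that 100000 permutations can give, and Benjamini-Hochberg adjusted p = 2.22e-05 and 2e-05 over 20 relations). The relation is across genes, which are not independent replicates, and it is listed here because the paper does not set these measures side by side. At 35 promoters marked by H3K4me3 the median methylation difference was -1.19 percentage points and rho was 0.614, and at the 47 others they were -54.2 and 0.612. With CpG density partialled out r was 0.676 and rho 0.727. The level of DNA methylation in WT was not taken into account, and the paper reports active promoters as mostly unmethylated in WT ExE. A promoter with little methylation in WT can lose little, so the relation cannot be told apart from one with the WT level. The marks were also measured at an earlier stage than the methylation.

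A small set of windows was high in every mark. There were 16 windows in the top 1% of all 5 marks. If the marks were independent, 0.0017 would be in it from the 17 that are in the top 1% of H3K4me3, H3K27ac and H3K4me1. All 16 were coverage outliers, left out of the features, with a median length of 423.5 bases and a neighbour that was also high. Outliers are defined by the summed RPKM of the same libraries, so their being outliers adds little. No input library was used, so high values in every mark cannot be told apart from extra copies of the sequence and are not read as a chromatin state. Of them, 13 lay on chromosome 17 from 39843370 to 39848663, at Gm26917, CT010467.1 and Gm42418, and 3 on chromosome 11 from 3189255 to 3197143, at Sfi1 and Drg1. They are listed here because the paper excluded such windows without reporting on them.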

How the results depend on the processing

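Start sites counted per feature without clustering and tests with 1 start site per gene, with lists matched on CpG density, with CpG density partialled out and with H3K4me3-marked promoters or ERV windows holding a start site taken apart were chosen only after results were seen. All other alternatives given here, the gene lists and the features' rule were set before the data were examined. No paired analysis was possible because all libraries share 1 condition, so there are no groups to compare. The records say that each chromatin sample was divided among the antibodies and an input, but not which libraries share a sample. Where a value moved, the cause was not tested.

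Over the 75 tests of a mark at a gene list, 497 of 525 values from the alternatives set beforehand kept the direction and the side of the adjusted threshold. So did 91 of 100 at the genes and ERVs changed in the DKO and 74 of 80 correlations with methylation loss. Of the values with no test, 48 of 192 feature shares stayed within the SD of runs on single replicates, and 37 of 70 co-occurrence ratios within the SD over combinations of replicates. For replicate correlations, 25 of 40 stayed within the SD over autosomes. Within the 95% binomial interval of the share were 2 of 32 promoter associations and 3 of 16 gene body associations. Rescaling each library to the same 20th and 95th percentile moved none of the median levels per feature by more than 1 SD, nor any of the levels tested at the locus of Fig. 2a, which were H3K27me3 over Dlk1 and H3K36me3 over Meg3, Rtl1, Rian and Mirg. These percentiles were set to the mean of those of the 2 replicates of a mark, so the mean level could move little and the rescaling tests little. Leaving out 1 of 2 replicates can never move a level by more than 1 SD, so for median levels and for named promoters that alternative tests nothing. The same 16 windows were in the top 2% of all marks as in the top 1%.

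Kept under every alternative, with the range of log2 differences, were H3K27me3 at developmental regulators (2.03 to 3.63), at mesoderm genes (1.47 to 2.69), at ExE and trophoblast stem cell genes (0.94 to 1.98), at decidua genes (1.63 to 2.91) and at the longer germline list (0.44 to 1.22). H3K36me3 at housekeeping genes (0.60 to 2.30) and H3K4me3 at the genes up-regulated in the DKO (-2.81 to -2.0) were kept as well. Spearman’s rho of H3K4me3 and methylation loss in the DKO stayed between 0.612 and 0.830. Between 9 and 15 of the 75 tests were called higher.

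Depth limits these values differently by mark. The median window held 12 to 36 reads per library, and 13 to 16 for H3K36me3. Simulated replicates that differed by counting noise alone had a rho of 0.786 for H3K36me3, so much of the spread between its replicates is at the level of the counts. In simulated lists a shift of 1 on the log2 scale was past the unadjusted threshold in 95.4% of lists, and smaller shifts were not simulated. Those lists were drawn from windows of the whole genome and not from promoters, so this share does not apply to the gene lists. At promoters, a difference of 1.26 for H3K4me3 at the DNA methylation machinery had an unadjusted permutation p of 0.197. The ERVs have no start site of their own, so the alternative with the start site alone gives no value for them.

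For each alternative, the shares that moved by more than the spread between the replicates are given. With 10 clusters in place of 15, the shares of windows were 56.7% for background, 9.47% for inactive enhancers, 16.5% for gene bodies, 0% for polycomb, 0% for active enhancers, 5.16% for bivalent promoters, 5.84% for active promoters and 6.31% for genic enhancers. With 20 clusters they were 51.6% for background, 11.5% for gene bodies, 3.87% for polycomb, 6.00% for active enhancers, 6.50% for bivalent promoters, 5.13% for active promoters and 2.90% for genic enhancers. A higher cap gave 50.2% for background, 8.64% for gene bodies, 4.69% for polycomb and 4.10% for genic enhancers. Capping at the 95th percentile gave 49.0% for background, 17.8% for gene bodies, 2.45% for polycomb, 3.66% for active enhancers, 2.35% for bivalent promoters and 8.47% for active promoters. Clustering of log2(RPKM + 0.1) gave 56.7% for background, 9.19% for inactive enhancers, 10.7% for gene bodies, 0% for polycomb, 4.86% for active enhancers, 7.01% for bivalent promoters and 4.20% for genic enhancers. On the log2(RPKM + 1) scale the shares were 49.8% for background, 20.3% for inactive enhancers, 11.3% for gene bodies, 0% for active enhancers, 2.01% for bivalent promoters, 8.85% for active promoters and 3.74% for genic enhancers. In place of Expectation Maximisation, k-means gave 9.91% for inactive enhancers, 15.4% for gene bodies, 4.61% for polycomb, 6.87% for active enhancers, 3.05% for bivalent promoters and 4.24% for active promoters.

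The rule applied to single windows without clustering gave 46.2% for background, 14.9% for gene bodies, 9.96% for polycomb, 3.73% for active enhancers, 5.04% for bivalent promoters, 5.41% for active promoters and 2.60% for genic enhancers. Percentile limits 5 points lower gave 48.3% for background, 9.80% for inactive enhancers, 18.3% for gene bodies, 0% for polycomb, 0% for active enhancers, 12.1% for bivalent promoters and 4.52% for genic enhancers. Limits 5 points higher gave 18.2% for inactive enhancers, 2.44% for active enhancers and 1.67% for bivalent promoters. Over 5 other random starts, the lowest shares were 43.7% for background, 9.15% for inactive enhancers, 10.8% for gene bodies, 3.98% for polycomb, 0% for active enhancers, 2.74% for bivalent promoters and 4.96% for active promoters. The highest over these starts were 13.9% for gene bodies, 6.25% for polycomb, 7.38% for active enhancers, 7.15% for bivalent promoters, 8.80% for active promoters and 6.79% for genic enhancers. Keeping the coverage outliers gave 9.00% for inactive enhancers, 3.88% for polycomb, 0% for active enhancers, 7.21% for bivalent promoters and 4.99% for genic enhancers. Counting windows below the median of all 5 marks as background gave 51.1% for background, 6.85% for inactive enhancers, 8.19% for polycomb, 6.22% for active enhancers, 6.32% for bivalent promoters, 5.34% for active promoters and 4.15% for genic enhancers.

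Leaving out each library in turn gave shares of 42.6 to 57.4% for background, 8.14 to 15.9% for inactive enhancers, 11.2 to 14.3% for gene bodies, 0 to 15.8% for polycomb, 0 to 8.04% for active enhancers, 2.43 to 9.12% for bivalent promoters, 4.59 to 7.20% for active promoters and 0 to 6.77% for genic enhancers. The polycomb feature was empty without H3K27ac replicate 1 and largest without H3K27me3 replicate 1. Active enhancers were empty without H3K4me3 replicate 1. Bivalent promoters were largest without H3K27ac replicate 1, and inactive enhancers were smallest without H3K27ac replicate 2.

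For co-occurrence, a limit at the top 5% of windows gave an observed over expected ratio of 14.7 for H3K4me3 and H3K27ac, 5.13 for H3K4me3 and H3K4me1, 3.6 for H3K4me3 and H3K27me3, 0.479 for H3K4me3 and H3K36me3, 6.40 for H3K27ac and H3K4me1, 0.705 for H3K27ac and H3K27me3, 0.652 for H3K27ac and H3K36me3, 5.08 for H3K4me1 and H3K27me3, 0.536 for H3K4me1 and H3K36me3 and 0.0522 for H3K27me3 and H3K36me3. At the top 20% the ratio was 3.48 for H3K4me3 and H3K27ac, 3.27 for H3K4me3 and H3K4me1, 1.77 for H3K4me3 and H3K27me3, 1.21 for H3K4me3 and H3K36me3, 3.6 for H3K27ac and H3K4me1, 2.01 for H3K27ac and H3K36me3, 1.67 for H3K4me1 and H3K27me3, 1.45 for H3K4me1 and H3K36me3 and 0.146 for H3K27me3 and H3K36me3. Keeping the coverage outliers gave 0.0559 for H3K27me3 and H3K36me3. Leaving out each library in turn gave 6.59 to 6.78 for H3K4me3 and H3K27ac, 3.97 to 4.66 for H3K4me3 and H3K4me1, 0.921 to 0.970 for H3K4me3 and H3K36me3, 4.96 to 5.91 for H3K27ac and H3K4me1, 0.823 to 1.05 for H3K27ac and H3K27me3, 1.29 to 1.41 for H3K27ac and H3K36me3, 2.39 to 2.93 for H3K4me1 and H3K27me3, 0.880 to 1.23 for H3K4me1 and H3K36me3 and 0.0441 to 0.0580 for H3K27me3 and H3K36me3. The ratios that crossed 1 were those of H3K4me3 and H3K36me3 and of H3K4me1 and H3K36me3 at the top 20%, H3K27ac and H3K36me3 at the top 5%, H3K27ac and H3K27me3 without H3K27ac replicate 1, and H3K4me1 and H3K36me3 without H3K4me1 replicate 1 or without H3K36me3 replicate 2.

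Between replicates, a pseudocount of 0.01 gave Pearson’s r of 0.958 for H3K4me3, 0.868 for H3K27ac, 0.873 for H3K27me3 and 0.733 for H3K36me3, and a pseudocount of 1 gave Pearson’s r of 0.995 for H3K4me3, 0.939 for H3K27ac, 0.963 for H3K27me3 and 0.920 for H3K36me3. Over the windows above the median of the mark alone, replicates had Pearson’s r of 0.985 for H3K4me3, 0.881 for H3K27ac and 0.851 for H3K4me1 and Spearman’s rho of 0.881 for H3K4me3, 0.751 for H3K27ac, 0.832 for H3K4me1 and 0.872 for H3K27me3.

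Counting windows that hold the start site itself, without an interval, the shares of windows at promoters were 4.97% for background, 12.7% for inactive enhancers, 20.7% for gene bodies, 16.8% for polycomb, 11.7% for active enhancers, 42.3% for bivalent promoters, 48.4% for active promoters and 13.3% for all windows. With 500 bases either side they were 5.94% for background, 19.3% for inactive enhancers, 24.6% for gene bodies, 30.1% for polycomb, 15.8% for active enhancers, 67.3% for bivalent promoters, 74.2% for active promoters and 18.8% for all windows. Start sites of all gene types gave 17.2% for background, 31.2% for inactive enhancers, 34.0% for gene bodies, 46.7% for polycomb, 28.2% for active enhancers, 79.3% for bivalent promoters, 83.7% for active promoters and 30.1% for all windows. Features without clustering gave 6.97% for background, 13.2% for inactive enhancers, 17.1% for polycomb, 35.7% for active enhancers, 68.1% for bivalent promoters and 91.8% for active promoters. Taking 1 start site per gene gave 2.44% for background, 6.49% for inactive enhancers, 0.552% for gene bodies, 9.47% for polycomb, 2.22% for active enhancers, 25.4% for bivalent promoters, 25.0% for active promoters and 5.56% for all windows, and with 1 kb either side of it 3.37% for background, 14.0% for inactive enhancers, 1.24% for gene bodies, 26.7% for polycomb, 5.83% for active enhancers, 59.5% for bivalent promoters, 65.7% for active promoters and 12.3% for all windows. Active promoters and bivalent promoters ranked above the other features under each of these.

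For gene bodies, windows centred in a gene of any type were 44.5% for background, 54.9% for inactive enhancers, 94.0% for gene bodies, 54.4% for polycomb, 70.7% for active enhancers, 72.8% for bivalent promoters, 82.7% for active promoters and 57.4% for all windows. Without clustering, windows centred in a protein-coding gene were 33.7% for background, 89.5% for gene bodies, 56.0% for active enhancers, 62.0% for bivalent promoters and 70.7% for active promoters. Start sites counted per feature without clustering were 1352 for inactive enhancers, 462 for gene bodies, 1119 for active enhancers and 123 for genic enhancers.

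At the gene lists and the genes changed in the DKO, values are log2 differences from matched promoters. Taking the window of the start site alone, the differences that no longer passed were 1.33 for H3K27me3 at primitive endoderm genes, 0.77 for H3K4me1 at mesoderm genes, -0.36 for H3K36me3 at developmental regulators, 0.89 for H3K27ac at housekeeping genes, -0.65 for H3K27me3 at housekeeping genes and 0.10 for H3K4me1 at decidua genes. Those that newly passed were 0.58 for H3K4me1 at developmental regulators, -3.28 for H3K4me3 at the germline genes the paper names, -1.82 for H3K27ac at decidua genes, 0.51 for H3K27me3 at the up-regulated genes, 0.49 for H3K4me1 at the down-regulated genes and 1.18 for H3K27me3 at the down-regulated genes. Without matching on window length, -1.22 for H3K27ac at developmental regulators, -0.29 for H3K36me3 at developmental regulators, -3.40 for H3K4me3 at the longer germline list, -1.35 for H3K27ac at the longer germline list, -0.50 for H3K36me3 at decidua genes and -0.65 for H3K27ac at the up-regulated genes no longer passed. Newly past the threshold without matching were 1.63 for H3K27me3 at epiblast genes, 1.14 for H3K4me1 at developmental regulators, -5.37 for H3K4me3 at junctional zone genes, -2.45 for H3K27ac at junctional zone genes, -0.63 for H3K36me3 at junctional zone genes, 1.90 for H3K4me3 at housekeeping genes, 0.93 for H3K4me1 at the down-regulated genes and 1.12 for H3K27me3 at the down-regulated genes. The sign of H3K4me3 at developmental regulators reversed to 0.49 without matching, and that of H3K4me1 at junctional zone genes to 1.21 when promoters below the median of all marks were left out. With windows below the median of all marks left out, -0.54 for H3K27me3 at the ERVs no longer passed. Without matching, 4 tests were called lower in place of 7.

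Leaving out each replicate of the mark in turn ended 5 calls, in the ranges 0.50 to 0.79 for H3K4me1 at ExE and trophoblast stem cell genes (replicate 1), 1.25 to 1.72 for H3K27me3 at primitive endoderm genes (replicate 1), 0.96 to 1.20 for H3K27ac at housekeeping genes (replicate 1), 0.67 to 1.48 for H3K36me3 at canonical imprinted genes (replicate 1) and -0.97 to -0.57 for H3K36me3 at decidua genes (replicate 1), where the brackets name the replicate whose absence ended the call. It gave new calls in the ranges 0.64 to 0.70 for H3K4me1 at labyrinth genes (replicate 1), 0.32 to 0.59 for H3K4me1 at the down-regulated genes (replicate 2) and -0.65 to -0.62 for H3K4me1 at the ERVs (replicate 1).

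For methylation loss, the window of the start site alone gave rho across genes of -0.373 for H3K36me3 in the Dnmt3a/b DKO, -0.231 for H3K36me3 in the Dnmt3b KO and -0.362 for H3K36me3 in the Dnmt3a KO, the first 2 of them with the sign reversed and the last newly past the threshold. Leaving out each replicate gave 0.203 to 0.242 for H3K27me3 in the Dnmt3b KO, 0.0108 to 0.237 for H3K36me3 in the Dnmt3b KO and 0.00698 to 0.264 for H3K36me3 in the Dnmt3l KO, each newly past the threshold without replicate 1 of the mark. Taken apart, promoters not marked by H3K4me3 had a rho of -0.253 for H3K4me3 in the Dnmt3a KO, a reversed sign.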

Differences from the paper's values

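The values with 1 start site per gene given in this part were computed only after results were seen. Polycomb windows were 8.023% of windows in the paper's Supplementary Data 2. Here their share was 4.15%, and it rested on single libraries. Of 24 alternatives set before the data were examined, 3 did not differ from the paper's value: 9.96% without clustering, 6.25% as the highest of 5 other random starts, and 8.19% with windows below the median of all marks counted as background. The other alternatives, from 0 to 15.8%, did differ. Genic enhancers were 1.32% in the same supplement and 0% here, and none of the 24 alternatives, from 0 to 6.79%, came within 1.5 times the paper's value. The paper's shares are those of a random set of windows, the paper clustered DNA methylation together with the histone marks, and the windows here carry no methylation filter.

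The share of windows overlapping a promoter was about 26% for active promoters in Supplementary Fig. 2b, read by eye, and 80.4% here. For bivalent promoters the figure shows about 15% in Supplementary Fig. 2b, read by eye, against 74.3%. Polycomb windows are at about 5.2% in Supplementary Fig. 2b, read by eye, against 37.1%, and inactive enhancers at about 3.6%, against 22.4%. Background is at about 3.1% in Supplementary Fig. 2b, read by eye, against 6.80%, and gene bodies at about 1.5%, against 27.9%. None of the 4 alternatives set before the data were examined came within the paper's value for any of these features: start site only, 500 bases either side, all gene types and no clustering. With 1 start site per gene and no interval, chosen after seeing the values, the share was 25.0% for active promoters, within 1.5 times the paper's, 2.44% for background, also within it, and 25.4% for bivalent promoters, 9.47% for polycomb, 6.49% for inactive enhancers and 0.552% for gene bodies, which were not. The paper's text does not give its promoter interval or which start sites it counted.

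Pearson's r between replicates is stated by the paper for 1 kb running windows and computed here for 100-CpG windows of log2(RPKM + 0.1), and the scale of the paper's values is not named. The paper's r is 0.99 for H3K4me3, against 0.981 here, with no alternative of the 4 set before the data were examined closer than the spread over autosomes. For H3K27ac the paper's r is 0.86, against 0.901, and a pseudocount of 0.01 gave 0.868, which did not differ, while the other 3 alternatives did. For H3K27me3 the paper's r is 0.88, against 0.933, and a pseudocount of 0.01 gave 0.873, which did not differ, while the other 3 did. For H3K4me1 the paper's r is 0.89, against 0.940, and for H3K36me3 it is 0.86, against 0.839, and for both all 4 alternatives differed.

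In Fig. 2c the paper shows H3K27ac and H3K4me1 highest in active enhancers. Here the median H3K27ac was highest in active promoters, at 4.46 RPKM against 1.54 RPKM in active enhancers, and H3K4me1 was highest in bivalent promoters, at 2.88 RPKM against 2.14 RPKM. Without clustering H3K4me1 was highest in active enhancers, at 3.09 RPKM, while H3K27ac stayed highest in active promoters, at 4.90 RPKM. H3K4me3 was highest in active promoters, H3K36me3 in gene bodies and H3K27me3 in the bivalent and polycomb features, as in the same panel.

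In Supplementary Fig. 2b gene bodies overlap promoters least and active enhancers rank behind active and bivalent promoters only. Here background overlapped them least, at 6.80%, and active enhancers, at 19.5%, ranked behind polycomb windows, gene bodies and inactive enhancers as well. Without clustering active enhancers were the third feature, at 35.7%. Gene bodies were lowest, at 0.552%, with 1 start site per gene, chosen after seeing the values.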

Other observations

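Of the tests in this part, the correlation at promoters not marked by H3K4me3, the comparison of H3K27ac replicate 2 with H3K4me1 at the windows highest in H3K4me3 and the comparison with counting noise were chosen only after results were seen. Germline genes had less of the active marks in WT ExE than matched promoters. In a list of 38 germline genes H3K4me3 lay at -3.59 from matched promoters (Benjamini-Hochberg adjusted permutation p = 0.0025, 9 marked), H3K27ac at -1.70 (5 marked) and H3K27me3 at 0.87 (20 marked). Without matching on window length H3K4me3 and H3K27ac lay at -3.40 and -1.35 and no longer passed the threshold. Zp2 had 0.0645 ± 0.0232 RPKM of H3K4me3 (SD, n = 2), while Hsf2bp, at 45.0 ± 6.38 RPKM, and Gdf9, at 34.9 ± 0.0171 RPKM, started in active promoters. At the 5 germline genes that the paper names, H3K4me3 lay at -2.59 without a call, and passed at -3.28 when only the window of the start site counted. Sycp1 and Piwil2 started in polycomb windows with 3.96 ± 0.873 and 1.25 ± 0.227 RPKM of H3K27me3, and Dazl had 6.86 ± 1.21 RPKM of H3K4me3.

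Canonical imprinted genes had an H3K36me3 1.23 above matched promoters (Benjamini-Hochberg adjusted permutation p = 0.00625, 8 of 22 marked), a call that ended at 0.67 without H3K36me3 replicate 1. At noncanonical imprinted genes H3K27me3 lay 0.42 above matched promoters without a call, with 1 of 6 marked, and Sfmbt2 had 2.81 ± 0.715 RPKM. Decidua genes had an H3K4me1 1.13 above matched promoters (8 of 10 marked), which fell short at 0.10 with the start site alone, and an H3K36me3 at -0.65, which fell short at -0.57 without H3K36me3 replicate 1. Mesoderm genes had an H3K4me1 0.96 above matched promoters (13 of 14 marked), which fell short at 0.77 with the start site alone. No call was made for epiblast genes (H3K27me3 at 1.33, 9 of 13 marked) or labyrinth genes (H3K27ac at 0.62, 11 of 16 marked). None was made for junctional zone genes (H3K27ac at -0.45, 5 of 14 marked) or blood genes (H3K27ac at -0.75, 1 of 12 marked). The DNA methylation machinery, a list of Dnmt, Uhrf1 and Tet genes, also had no call (H3K4me3 at 1.26, 5 of 7 marked). H3K27me3 at epiblast genes passed at 1.63 without matching on window length, as did H3K4me3, at -5.37, and H3K27ac, at -2.45, at junctional zone genes. H3K4me1 at labyrinth genes passed at 0.70 without H3K4me1 replicate 1. Otx2 had 3.27 ± 0.662 RPKM of H3K27me3, Gcm1 started in an active enhancer with 2.30 ± 0.346 RPKM of H3K4me1, and Bmp2 in a bivalent promoter with 3.39 ± 0.334 RPKM of H3K27me3.

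Of 40 genes down-regulated in the Dnmt3a/b DKO, 36 promoters were marked by H3K4me3, 15 start sites lay in bivalent and 15 in active promoters, and 16 promoters had both H3K4me3 and H3K27me3. H3K27me3 lay 0.88 and H3K4me1 0.44 above matched promoters, each with a Benjamini-Hochberg adjusted permutation p of 0.0642 and so not called. H3K27me3 passed at 1.18 with the start site alone and at 1.12 without matching on window length. H3K4me1 passed at 0.49 and 0.93 under the same alternatives, and at 0.59 without H3K4me1 replicate 2. In the single KOs, H3K4me3 and the paper's methylation difference at the up-regulated genes had Pearson's r of 0.760 and Spearman's rho of 0.728 in the Dnmt3b KO, 0.708 and 0.742 in the Dnmt3l KO, and 0.554 and 0.539 in the Dnmt3a KO (Benjamini-Hochberg adjusted permutation p = 2.22e-05 and 2e-05 in each, across 82 genes, which are not independent replicates). At the 47 promoters not marked by H3K4me3 the Dnmt3a KO had the opposite sign, with r of -0.312 and rho of -0.253 (unadjusted permutation p = 0.0323 and 0.0861). H3K27me3 in the DKO had r of 0.405 and rho of 0.385 (Benjamini-Hochberg adjusted permutation p = 0.00034 and 0.000709), and H3K36me3 had r of 0.103 and rho of 0.00513, or a rho of -0.373 with the start site alone. Of 20 relations, 13 passed by r and 12 by rho. Whether the KOs differ from each other was not tested. The level of DNA methylation in WT was not taken into account in any of these relations.

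By Spearman's rho H3K27ac replicate 2 was closer to both H3K4me1 libraries than to H3K27ac replicate 1, but by Pearson's r it was closer to replicate 1, at 0.901 against 0.838 and 0.841. A wrong label, with the library being H3K4me1, is argued against by the windows highest in H3K4me3, where its median percentile was 99.2, beside 99 for H3K27ac replicate 1 and 75.0 and 76.0 for the H3K4me1 libraries. Counting noise alone is argued against, since simulated H3K27ac pairs that differ by it had a rho of 0.954. That is above the observed 0.862 and above the 0.908 of H3K27ac replicate 2 with H3K4me1 replicate 2. The variance between the H3K27ac replicates was 8.18 times that of counting noise. Every other mark also lay below its own simulated pairs, as separate samples differ by more than their counts. Weaker enrichment of replicate 1 could not be decided, since replicate 2 mixed with an even background (68.1% of reads from replicate 2) had a rho of 0.859 with H3K4me1 replicate 1, against 0.770 for replicate 1 itself, but an even background is an assumed profile and may be unlike the real one. The paper's reporting summary lists H3K27ac number 3, the number in the description of replicate 2, in 1 sequencing lane with both H3K4me1 libraries. It lists H3K27ac number 1 in another lane, but replicate 1 is number 2 in its description, so the lane of replicate 1 is not established. Effects of a shared lane and of chromatin divided between the marks cannot be told apart from the mark. Nor can the replacement of 1 H3K27ac library that the paper left out for poor signal to noise.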
